# Effect of Diet on Expression of Genes Involved in Lipid Metabolism, Oxidative Stress, and Inflammation in Mouse Liver–Insights into Mechanisms of Hepatic Steatosis

**DOI:** 10.1371/journal.pone.0088584

**Published:** 2014-02-14

**Authors:** Helen J. Renaud, Julia Y. Cui, Hong Lu, Curtis D. Klaassen

## Abstract

Nutritional intake is a fundamental determinant of health. Many studies have correlated excess caloric intake, as well as a high ratio of n-6:n-3 fatty acids, with detrimental health outcomes, such as the metabolic syndrome. In contrast, low-calorie diets have beneficial health effects. Despite these associations, our understanding of the causal relationship between diet and health remains largely elusive. The present study examined the molecular changes elicited by nine diets with varying fat, sugar, cholesterol, omega-3 fatty acids, omega-6 fatty acids, and calories in C57BL/6 male mice. Microarray analyses were conducted on liver samples from three mice per diet and detected 20,449 genes of which 3,734 were responsive to changes in dietary components. Principal component analysis showed that diet restriction correlated the least with the other diets and also affected more genes than any other diet. Interestingly, Gene Set Enrichment Analysis (GSEA) identified gene sets involved in glutathione metabolism, immune response, fatty acid metabolism, cholesterol metabolism, ABC transporters, and oxidative phosphorylation as being highly responsive to changes in diet composition. On the gene level, this study reveals novel findings such as the induction of the drug efflux pump Abcb1a (p-glycoprotein) by diet restriction and an atherogenic diet, as well as the suppression of the rate limiting step of bile acid synthesis, Cyp7a1, by a high fructose diet. This study provides considerable insight into the molecular changes incurred by a variety of diets and furthers our understanding of the causal relationships between diet and health.

## Introduction

Diet plays an influential role in the maintenance of human health and the progression of pathologic states. Diets high in saturated fats, sugars, and with high ratios of n-6:n-3 polyunsaturated fatty acids (PUFAs) are associated with development of the metabolic syndrome in humans [1], [2], [3], [4], as well as rats and mice [5], [6]. In contrast, diets consisting of low caloric intake alleviate symptoms of the metabolic syndrome in humans [7] and mice [8]. The metabolic syndrome is generally characterized by a constellation of abnormalities including fasting hyperglycemia, dyslipidemia (high triglycerides and low HDL cholesterol), central obesity, and high blood pressure. The clustering of these abnormalities increases the risk of developing type 2 diabetes, cardiovascular disease, non-alcoholic fatty liver disease (NAFLD), and certain cancers such as liver, colon, bladder, pancreatic, prostate, endometrial, and postmenopausal breast cancers [9], [10]. The incidence of the metabolic syndrome is increasing in the United States and it is estimated that 34% of Americans are now affected with this syndrome, up from 29% in 1994 [11].

NAFLD is recognized as the hepatic manifestation of the metabolic syndrome [12], and is characterized by the accumulation of fatty infiltrations affecting >5% of the liver [6], [13]. The clinical implications of NAFLD are derived by its potential to progress to steatohepatitis (NASH), fibrosis, cirrhosis, and in some cases, hepatocellular carcinoma [6], [14], [15]. The prevalence of NAFLD is rising in parallel with the increasing rate of obesity, and this global trend is attributed to the diet of the Western lifestyle [6]. The typical Western diet is generally characterized as containing excessive saturated fatty acids, insufficient n-3:n-6 PUFA ratios, and an excess amount of sugars [2].

The pathogenesis of NAFLD is not well understood, but is proposed to be a “two-hit” process [16]. The first “hit” leads to lipid accumulation and steatosis. Mechanisms of this lipid accumulation are unclear, but likely involve dysregulated lipid homeostasis including β-oxidation, very low density lipoprotein (VLDL) secretion, de novo lipogenesis, and lipid trafficking and storage [15]. This hepatic steatosis sensitizes the liver to a “second hit” leading to inflammation, a key pathophysiologic feature of steatohepatitis, and progressive liver disease [6], [16]. It has been proposed that the primary mediator of this “second hit” is oxidative stress [17], [18], [19].

Currently, the causal relationship between diet and liver pathogenesis is not well understood. To gain a better understanding of how diet influences the expression of hepatic genes that alter lipid metabolism, inflammation, and oxidative stress, the effect of diets containing varying amounts of cholesterol, fat, sucrose, fructose, and essential fatty acids (EFA, n-3 and n-6 fatty acids), and calories on hepatic gene expression in mice was determined in the present study.

## Methods and Materials

### Ethics Statement

The animal housing facility at the University of Kansas Medical Center is accredited by the Association for Assessment and Accreditation of Laboratory Animal Care. All procedures were approved by the University of Kansas Medical Center’s Institutional Animal Care and Use Committee.

### Animals

Ten-week old male C57BL/6 mice were purchased from Charles River Laboratories, Inc. (Wilmington, MA). Mice were housed in a temperature-, light-, and humidity-controlled environment. Mice (n = 5/diet) were fed one of the following diets (Harlan Laboratories) for 3 weeks in order to assess early diet-induced changes in hepatic gene expression (nutrient information for each diet is presented in **Table 1**):

**Table 1:** Macronutrients in each diet.

	AIN-93Purified	LabChow	HighFructose	HighFat	Western	Atherogenic	EFA Deficient	Low n-3
**Fat (g/kg)**	39.4	41	50	329	209	209	50	67.2
Saturated	6	9	19	151	136	136	50	7.32
MUFA	9.4	11	25	146	66	66	0	12.84
PUFA	24	21	6	32	7	7	0	43.34
n-6:n-3 PUFA	6.7	12	10.4	20.9	6	6	No n-3 or n-6	134.4
**Carbohydrates (dry weight g/kg)**	684	402	6–4	271	485	469	665	646
Sucrose (g/kg)	107	Very little	0	175	345.6	329.6	660.3	117.1
Fructose (g/kg)	0	Very little	600	0	0	0	0	0
Ploysaccharide (g/kg)	577	majority	4	96	139.4	139.4	4.7	528.9
**Cholesterol (mg/kg)**	28	50	89	54	2,077	13,077	8	40
**Protein (g/kg)**	124	243	183	239	173	173	176	190
**Cholic acid (g/kg)**	0	0	0	0	0	5	0	0
**Kcal/g**	3.6	3.0	3.6	5.1	4.5	4.5	3.8	3.8

1. TD.94048 - AIN-93M purified diet (control diet).

2. TD.8422 - Essential fatty acid (EFA) deficient diet.

3. TD.97070– High-fat diet.

4. TD.88137– High-saturated fat and -sucrose diet (Western diet).

5. TD.02028– High-fat, -sucrose, -cholesterol, and -cholic acid (CA) diet

(atherogenic diet).

6. TD.89247 - 60% fructose diet.

7. TD.8604– Natural ingredient diet (used in our animal facility) (Lab chow).

8. TD.00235+7% sunflower oil (low n-3 diet) [20].

9. Diet restriction - 75% of the diet TD.8604 consumed by *ad lib* feeding.

The *ad lib* daily feed intake was approximately 4 g/mouse. Therefore, for diet restriction, each mouse was given approximately 2.7–3.0 g of food per day. All mice were euthanized in the morning (8∶00–10∶00 A.M.) and blood and tissue samples were collected. Mice were not fasted before liver sample isolation.

### RNA Isolation

RNA was isolated using RNA-Bee RNA Isolation Reagent (Tel-Test Inc., Friendswood, TX) according to the manufacturer’s protocol. RNA concentrations were quantified using a NanoDrop1000 Spectrophotometer (NanoDrop Technologies, Wilmington, DE) at a wavelength of 260nm. RNA integrity was evaluated by an Agilent 2100 Bioanalyzer at the KUMC Microarray Facilities.

### Microarray

Gene expression in livers of mice treated with various diets was determined by the Affymetrix Mouse 430 2.0 Gene Expression arrays in the KUMC Microarray Core Facility. To ensure higher quality results in gene expression data from the microarray, we conducted microarrays on 3 mice per diet (27 microarrays in total) giving a biological n = 3 per diet, which lends statistical power to increase the confidence of the conclusions drawn from this experiment. Data were preprocessed by the GCRMA package in R and Bioconductor [21]. The expression values were in log_2_ scale. The gene annotations were generated using the annaffy package. Genes with average probe intensities above log_2_(100) in at least one diet were selected for follow-up analyses. The LIMMA package [22] was used to determine the differentially expressed genes among various diets, using the AIN-93M-purified diet as control (global method, false discovery rate adjusted, p<0.05). To determine statistical significance of data values from a gene symbol represented by multiple probes, values were averaged, and then a one-way ANOVA followed by a Dunnett’s multiple comparison test was performed (using AIN-93 purified diet as control). Microarray data was uploaded to the Gene Expression Omnibus database, accession number GSE51885.

### Pathway Analysis, Hierarchical Clustering, and Venn Diagrams

Pathway analysis was conducted using KEGG pathway gene sets in the GSEA software (Broad institute) [23]; only gene sets with FDR <25% were selected as a positive hit. One-Way hierarchical clustering was performed using the heatmap.2 function of the gplots package in R Bioconductor. Venn diagrams were calculated and illustrated using the vennCounts and vennDiagram functions of the Limma package in R Bioconductor.

### Principal Component Analysis

A principal component analysis was performed using GeneSpring version 11.5 (Agilent Technologies, Santa Clara, CA) to identify prevalent gene expression profiles affected by various dietary conditions. The score of each component is saved as expression profile, and the component loadings are saved for each gene for each component [24].

### RT-qPCR

Reverse transcription of RNA to cDNA was performed with the Applied Biosystems High Capacity Reverse Transcriptase kit (Applied Biosystems, Foster City, CA). Briefly, equal volumes of 50 ng/µl RNA and 2X reverse transcriptase and random primers reaction mix were combined and placed in an Eppendorf Mastercycler under the following conditions: 25°C for 10 min, 37°C for 120 min, and 85°C for 5 min. Subsequently, quantitative PCR (qPCR) was performed on the resulting cDNA. Primers for qPCR were designed with Primer-BLAST (www.ncbi.nlm.nih.gov/tools/primer-blast). All primers (Table S3) were synthesized by Integrated DNA Technologies (Coralville, IA). Briefly, the PCR reaction mix contained per reaction: 5 µl of Applied Biosystems SYBR® green PCR master mix, 2.5 µl of 3 µM forward and reverse primer mix, 0.5 µl RNAse-free H_2_O, and 2 µl of 2 ng/µl cDNA. Reactions were seeded in a 384-well optical reaction plate (Applied Biosystems) and fluorescence was quantified in real-time with the Applied Biosystems 7300 Real Time PCR System (Foster City, CA) under the following conditions: 50°C for 2 min, 95°C for 10 min, (95°C for 15 sec, 60°C for 1 min) X 40 cycles. Melt curves were conducted for every reaction. Relative mRNA expression was calculated by the comparative ΔΔCt method, using Gapdh as a reference transcript. Statistical differences in mRNA quantity between diets were determined with an unpaired, two-tailed Student’s t-test (when comparing two diets), or a one-way ANOVA followed by a Dunnet’s post-hoc test (when comparing more than two diets) using Graphpad Prism 4.0. Comparisons resulting with p<0.05 were considered statistically significant.

### Western Blot Analysis

Protein expression was examined utilizing western blotting. Approximately 50 mg of liver tissue was homogenized in 1 ml T-PER Tissue Protein Extraction Reagent (Thermo Scientific, Rockford, IL) +10 µl Protease Inhibitor Cocktail (Sigma, St. Louis, MO). Proteins were quantified spectrophotometrically using the BCA assay (Biorad, Hercules, CA). Protein (20 µg) was loaded into 12% acrylamide-containing SDS-PAGE gels, and transferred to PVDF membranes. Membranes were subsequently probed using antibodies specific for Cyp7a1 (1∶1000 dilution; ab65596; Abcam, Cambridge, MA) or α-tubulin (1∶5000 dilution; CP06; EMD-Millipore Corp, Billerica, MA). Following a one-hour incubation with species appropriate horse radish peroxidase-conjugated antibodies, membranes were immersed in Luminata Classico enhanced chemiluminescence reagent (EMD-Millipore Corp) followed by detection using GeneMate basic blue autoradiography film (Bioexpress, Kaysville, UT). Quantitative determination of Cyp7a1 band intensity was conducted by densitometry using ImageJ software [25]. Band intensity for each sample was normalized to the corresponding band intensity of α-tubulin. Statistical significance based on the mean normalized band intensity for each group (n = 3 independent samples) was determined by one-way analysis of variance, followed by Dunnett’s post-hoc analysis using Graphpad Prism 4.0. Differences were considered statistically significant when p<0.05.

## Results

### Principal Component Analysis

In order to visualize patterns in the data and highlight similarities and differences between diets, a principal component analysis (PCA) was performed using GeneSpring (Agilent Technologies) and conditions were based on the diet consumed. 

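Liver RNA of 27 male C57BL/6 mice was measured on Affymetrix Mouse 430 2.0 arrays, with n = 3 mice and 1 array per mouse for each of 9 diets. Mice 10 weeks old ate their diet for 3 weeks. The AIN-93 purified diet was the control for lab chow, a high-fructose diet (600 g fructose per kg), a high-fat diet (329 g fat per kg), a Western diet (209 g fat and 2077 mg cholesterol per kg), an atherogenic diet with 13077 mg cholesterol and 5 g cholic acid per kg, an EFA-deficient diet and a low n-3 diet. Diet restriction was lab chow at 75% of the ad libitum amount, so its values against control include any effect of the chow. The labels of the low n-3 arrays name a DHA supplement in both the title and the diet tag. Only their description names sunflower oil low in n-3 fatty acids, and the arrays were assigned by this description and by the paper's methods. The deposited values are log2 intensities that the authors corrected for background and normalized with GCRMA. Column medians lay between 2.42 and 2.48, and 34.9% to 38.0% of the 45101 probes of an array lay at the shared lowest value of 2.29. Probes with a mean above log2(100) in at least 1 diet were kept, and log2(100) is called the detection level. A gene's value is the mean of the kept probes that list its symbol alone, given as a percent of control with a 95% confidence interval. Each diet was compared with control in limma over all 27 arrays, with p adjusted over all kept probes or genes and all 8 diets together. Where all 3 arrays of a group lay below the detection level, the fold is a lower bound against that level. The p beside a bound tests the fitted difference, not the bound. Values at or near the shared lowest value hide the spread between mice, so such p-values and intervals may be too small. Where the mean of a group lay below that level but not all its arrays did, the percent is given as fitted and its size is less certain. The comparisons of diet restriction with lab chow and of the atherogenic with the Western diet were adjusted on their own. Gene groups are 39 lists fixed before the data were examined and tested against all other detected genes with camera at a preset correlation of 0.01, with p adjusted over lists and diets. The number of arrays per diet limits the precision of every value.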

Data are displayed in a 3D-Scatter Plot view (**Figure 1**). Samples are displayed in respect to the first three components (each axis is a principal component), and are colored by the diet labels. 

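Livers of diet-restricted mice held the cytochrome P450 transcript Cyp2b9 at a level at least 26.9-fold higher (adjusted p = 1.0e-09) than control, and the estrogen sulfotransferase transcript Sult1e1 at least 7.41-fold higher (adjusted p = 1.7e-17), with n = 3 mice per diet. The control standard deviation of Sult1e1 was 0, so its p may understate the spread between mice. Slco1a4, a carrier that takes up organic anions and bile salts, was 2219.6% of control (95% confidence interval 967 to 5095, adjusted p = 1.8e-05), while its paralog Slco1a1 was at least 18.9-fold lower (adjusted p = 1.2e-13). Hsd3b5, an enzyme of steroid metabolism, was at least 110.4-fold lower (adjusted p = 1.5e-15). Over the 10582 kept probes, the diet restriction arrays lay at a mean Euclidean distance of 93.3 from the arrays of other diets and 41.9 from each other. The atherogenic arrays came next, at 71.2 from other diets and 44.9 from each other. The first 3 components held 32.6%, 14.3% and 10.3% of the variance. On the first, every diet restriction array lay at 66.1 or above and every other array at 3.76 or below.

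**Figure D1:**
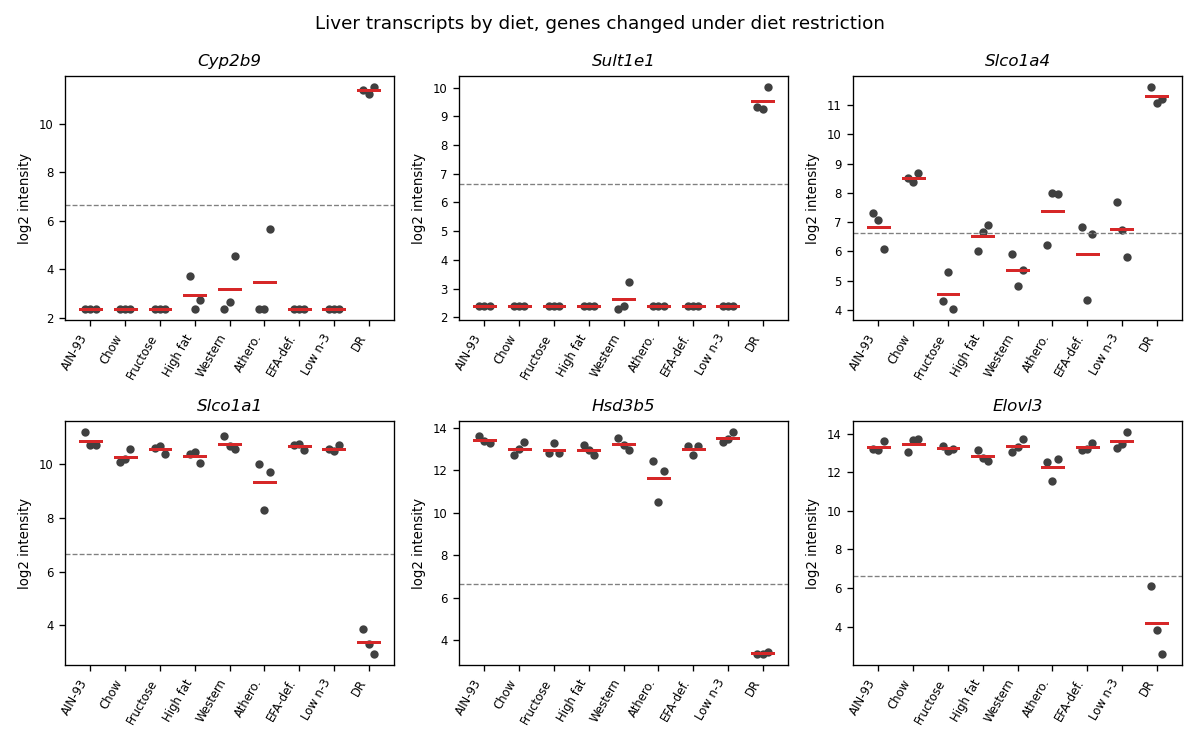
Log2 intensity of Cyp2b9, Sult1e1, Slco1a4, Slco1a1, Hsd3b5 and Elovl3 in each of the 27 arrays, by diet. Points are single mice, bars are diet means and the dashed line is the detection level, and the diet restriction arrays stand apart from all others in every panel.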

Diet restriction clearly differed the most from the other diets. 

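Replicate livers differed least on the high-fat diet, with a mean distance between arrays of 33.3, and most on the atherogenic diet, with 44.9 (n = 3 mice per diet). Lab chow arrays lay 35.5 from each other and 58.1 from those of other diets, and high-fructose arrays 35.1 and 60.5. Western arrays lay 43.1 from each other and 63.2 from other diets, and EFA-deficient arrays 44.5 and 63.8. The low n-3 arrays stood closest to control, with 42.7 among themselves and 45.1 to the control arrays, which lay 43.5 from each other. Of the 27 arrays, 25 had an array of their own diet as the nearest. The 2 exceptions were control replicate 3 and low n-3 replicate 2, each nearest to an array of the other diet.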

The biological replicates for each diet occupied similar 3D space indicating good consistency between replicates.

**Figure 1:**
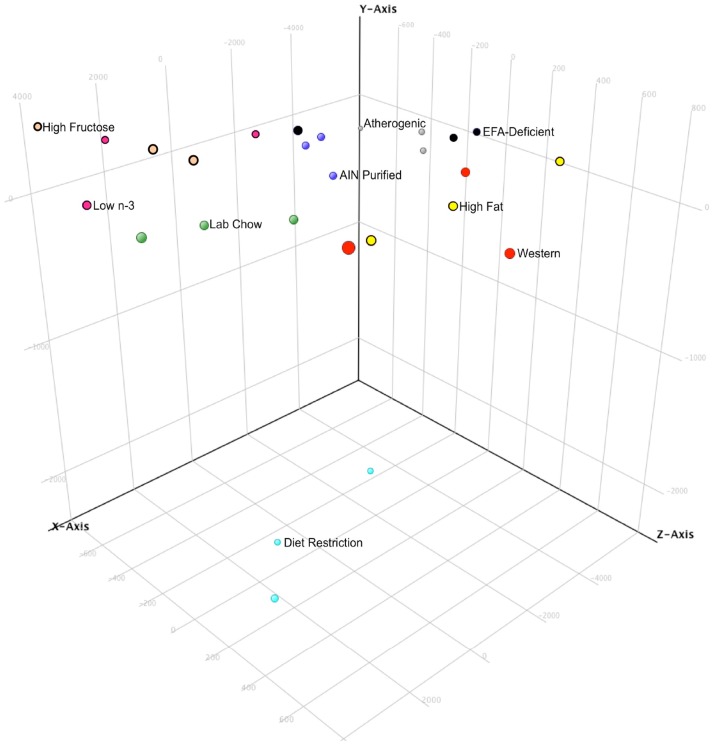
3D Scatter Plot of the Principal component analysis (PCA). Samples are displayed in respect to the first three components and are colored with respect to diet. PCA analysis allows visual identification of patterns in the data and highlight similarities and differences between diets. PCA was performed using GeneSpring and was based on conditions.

### Transcriptional Profiling of the Effect of Diet on Liver Gene Expression

The effect of diet on gene transcription profiles in livers of mice was characterized by microarray. Each array contained 45,101 probes of which 20,449 correlated with unique gene symbols. 

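Of the 45101 probes, 34958 list 1 gene symbol, 932 list several and 9211 list none, in the table that pairs probes with genes. The single-symbol probes cover 18194 symbols, and the Entrez identifiers of 34754 of these probes are in the mouse RefSeq table. Genes of the pathways studied are among them, such as Acaca of fatty acid synthesis, Sqle and Idi1 of cholesterol synthesis, Cyp7a1 of bile acid synthesis and Gclc of glutathione synthesis.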

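A mean signal above the detection level in at least 1 diet was reached by 10582 probes, of which 9523 list 1 symbol, for 6478 genes with n = 3 arrays per diet. Detected in these livers were 18 of 19 cholesterol biosynthesis genes on the array, 31 of 33 mitochondrial β-oxidation genes and 73 of 77 oxidative phosphorylation genes. Fewer immune genes were detected, with 30 of 66 toll-like receptor signaling genes and 25 of 52 leukocyte adhesion and migration genes. Of the cell type markers, 13 of 20 for Kupffer cells, the macrophages of the liver, and 12 of 17 for sinusoidal endothelium were detected, against 0 of 17 for T and NK cells. Among the detected genes, 2089 had several kept probes, which were averaged.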

There were 6,681 unique genes that were detected with a signal intensity higher than the threshold of log_2_(100) in at least one diet and were therefore selected for further analysis. When each diet was compared to the AIN-93 purified control diet using LIMMA, 3,734 unique genes were changed significantly by at least one of the diets. **Figure 2** illustrates the number of probes significantly increased or decreased by each diet compared to the AIN-93 purified control diet. 

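Diet restriction changed the most probes, 1411 higher and 1561 lower than control in limma (n = 3 mice per diet), followed by the atherogenic diet with 898 higher and 628 lower. The high-fat diet had 601 higher and 460 lower and the Western diet 492 higher and 546 lower. Aldh3a2, a fatty aldehyde dehydrogenase, was 366% of control (95% confidence interval 248.5 to 539, adjusted p = 6.7e-05) on the high-fat and 393% (adjusted p = 3.5e-05) on the Western diet, and the adipokine Serpina12 was 29.9% (adjusted p = 0.0074) on the former. Lab chow had 230 higher and 200 lower, the EFA-deficient diet 326 higher and 238 lower and the high-fructose diet 157 higher and 250 lower. The apolipoprotein gene Apoa4 was 613% of control (95% confidence interval 357 to 1051, adjusted p = 6.4e-05) on the EFA-deficient and 303% (adjusted p = 0.0080) on the high-fructose diet. The low n-3 diet had 75 higher and 79 lower. At the shared limit, a p of 0.00481, chance alone passes 50.9 probes per diet. At least 1 diet changed 5282 probes of 3618 genes. With arrays centred on their medians, 301 of 448 changed probes were higher on lab chow, 242 of 409 on the high-fructose diet, 587 of 1055 on the Western diet, 759 of 1568 on the atherogenic diet and 128 of 175 on the low n-3 diet. Quantile normalization again gave 209 of 402 on the high-fructose, 555 of 1045 on the Western, 778 of 1570 on the atherogenic and 113 of 166 on the low n-3 diet. With p adjusted within each diet, 218 probes changed on lab chow, 40 on the high-fructose, 269 on the EFA-deficient and 0 on the low n-3 diet, where 1132 passed an unadjusted p of 0.05 in limma. A fit of the diet and control arrays alone gave 75, 0, 2 and 0 on these diets, where 1663 and 999 passed an unadjusted p of 0.05 on the high-fructose and low n-3 diets. This fit gave 645 on the high-fat, 143 on the Western and 858 on the atherogenic diet. With arrays weighted by their fit in limma, counts were 1.5 times as large or more on the diets other than diet restriction, from 448 on the low n-3 to 2761 on the atherogenic diet, and of the changed probes 520 of 1262 were higher on lab chow, 1133 of 2291 on the high-fat, 459 of 935 on the EFA-deficient and 160 of 448 on the low n-3 diet. Probes higher among those changed by the Western diet numbered 357 of 693 without Western replicate 3, 441 of 864 without control replicate 1 and 352 of 682 without control replicate 3. On the low n-3 diet they numbered 63 of 123 with a stricter filter, 80 of 155 with a trend and robust prior, 105 of 154 without control replicate 1, 26 of 124 without control replicate 2, 74 of 105 without control replicate 3 and 39 of 70 without low n-3 replicate 3. On the EFA-deficient diet they numbered 299 of 434 without control replicate 3, on the high-fat diet 448 of 747 without control replicate 1 and 397 of 714 without high-fat replicate 1, and on the atherogenic diet 583 of 1018 without control replicate 2 and 632 of 1024 without control replicate 3. Under diet restriction they numbered 1442 of 2854 with no filter on low signal. Probes changed by lab chow numbered 266 without control replicate 2, 259 without control replicate 3, 256 without lab chow replicate 2 and 263 without lab chow replicate 3. For the high-fructose diet there were 247 without control replicate 2, 243 without control replicate 3, 225 without high-fructose replicate 1, 174 without high-fructose replicate 3 and 233 without control replicate 1. Probes changed by the Western diet numbered 633 without control replicate 2, 682 without control replicate 3 and 670 without Western replicate 2. For the EFA-deficient diet there were 211 without control replicate 2 and 323 without EFA-deficient replicate 2. Probes changed by the high-fat diet numbered 657 without control replicate 3 and 626 without high-fat replicate 2. For the low n-3 diet there were 70 without low n-3 replicate 3. Apoa4 on the EFA-deficient diet no longer passed the test with a fit of the diet and control arrays alone. Apoa4 on the high-fructose diet no longer passed the test with p adjusted within each diet or a fit of the diet and control arrays alone.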

One-way hierarchical clustering of the 3,734 genes that changed by at least one diet identified diet restriction to be the most dissimilar to the other diets, whereas the low n-3 diet was the most similar to the AIN-93 purified control diet (**Figure 3**). 

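Transcripts that differ between male and female liver changed under diet restriction in these male mice. Of 29 genes on the array listed as higher in female liver, 18 were detected. Of these, 15 were higher and 2 lower than control (15 higher and 2 lower when adjusted over the list alone, n = 3 mice per diet), with adjusted p = 4.6e-15 by camera, and adjusted p = 7.2e-04 with an estimated correlation. For 12 of the 18, a group lay below the detection level. A gene raised by diet restriction alone counts as detected, so the filter favors higher genes in this count and test. Genes of the list that were not detected were not counted. The higher genes include the cytochrome P450 gene Cyp2b13, at least 1.41-fold higher (adjusted p = 3.7e-19), the sulfotransferase gene Sult3a1, at least 3.62-fold higher (adjusted p = 2.7e-11), and the transcription factor gene Cux2, at least 2.59-fold higher (adjusted p = 6.3e-15). All control arrays of Cyp2b13 and Sult3a1 lay at the lowest value, with a standard deviation of 0. Their p-values may thus understate the spread between mice. Of 20 genes listed as higher in male liver, 17 were lower and 0 higher (0 higher and 18 lower when adjusted over the list alone), with adjusted p = 2.5e-11 by camera, and adjusted p = 0.088 with an estimated correlation. Cyp7b1, an oxysterol hydroxylase of this list, was 32.6% of control (95% confidence interval 22.8 to 46.6, adjusted p = 1.5e-04). Over the 3618 genes with a changed probe, diet restriction lay 119 from control and the low n-3 diet 47.5, as Euclidean distances of z-scores, and the low n-3 diet joined control first. Among low n-3 changes were Srp72, a protein of the signal recognition particle, at 169% of control (95% confidence interval 136 to 209, adjusted p = 0.0021), and the adhesion receptor gene Adgrv1, at least 1.41-fold lower (adjusted p = 0.0031). Srp72 and Adgrv1 on the low n-3 diet no longer passed the test with p adjusted within each diet or a fit of the diet and control arrays alone. From its own clustering, the paper states that diet restriction differs most from the other diets and that the low n-3 diet is nearest to control.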

The atherogenic diet was the second most different diet from the purified control diet and did not cluster with any of the other diets. 

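Cyp8b1, the sterol 12α-hydroxylase of bile acid synthesis, was at least 40.9-fold lower (adjusted p = 1.2e-11) on the atherogenic diet than on control (n = 3 mice per diet). The cell cycle genes Ccnd1, Mcm6 and Cdc20 were at least 3.59-fold higher (adjusted p = 1.3e-04), at least 1.10-fold higher (adjusted p = 0.0031) and at least 1.08-fold higher (adjusted p = 3.2e-06). Igfbp2, which binds insulin-like growth factors, was 221% of control (95% confidence interval 158 to 309.9, adjusted p = 0.0027), and Cela1, an elastase, was 23.3% (adjusted p = 4.4e-06). Against the Western diet, 1076 probes were higher and 648 lower on the atherogenic diet. Of 13 Kupffer cell markers, 11 were higher and 0 lower there (13 higher and 0 lower when adjusted over the list alone), with adjusted p = 1.6e-09 by camera, and adjusted p = 0.16 with an estimated correlation. Among them were Lyz2, the macrophage lysozyme, at 595% of the Western value (95% confidence interval 269.5 to 1315, adjusted p = 0.0025), and Cd5l at 667% (adjusted p = 4.5e-05). Lgals3, a galectin of activated macrophages, was at least 3.00-fold higher (adjusted p = 1.3e-05) and the lectin receptor gene Clec7a at least 3.51-fold higher (adjusted p = 7.0e-05). In the clustering, the atherogenic diet lay 84.2 from control and joined the tree after all diets except diet restriction. Without Western replicate 3 or atherogenic replicate 2, 1029 or 1078 probes differed from the Western diet, and a fit of these arrays alone gave 578. Centring arrays on their medians left 796 of 1749 higher, and quantile normalization again 864 of 1712. With the correlation distance, the atherogenic diet joined diet restriction first. Mcm6 on the atherogenic diet kept no bound without atherogenic replicate 1, as the mean of the remaining atherogenic arrays lay below the detection level. Cdc20 on the atherogenic diet kept no bound without atherogenic replicate 1 or 3, as the mean of the remaining atherogenic arrays lay below the detection level.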

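Livers of mice fed lab chow held more transcripts of enzymes that modify xenobiotics. Of 33 detected targets of the xenobiotic receptors CAR and PXR, 20 were higher and 0 lower than control (22 higher and 0 lower when adjusted over the list alone, n = 3 mice per diet), with adjusted p = 8.1e-30 by camera, and adjusted p = 4.7e-04 with an estimated correlation. The cytochrome P450 gene Cyp2c55 was at least 2.63-fold higher (adjusted p = 7.5e-08). Akr1c19, an aldo-keto reductase, was 370.1% of control (95% confidence interval 281 to 487, adjusted p = 7.0e-07), and Csad, an enzyme of taurine synthesis, was 559.6% (adjusted p = 6.2e-04). Rgs16, a regulator of G protein signaling, was at least 10.7-fold lower (adjusted p = 3.1e-04), and Khk, the fructose kinase, was 43.7% of control (95% confidence interval 31.0 to 61.5, adjusted p = 0.0021). The tree joined lab chow first with the Western diet, and 447 probes differed between these diets in limma. By distance, lab chow lay 57.4 from the Western diet, 58.4 from control and 53.1 from the low n-3 diet, its nearest. The order of the Western diet and control turned on unscaled values, at 27.6 against 26.3, and over all detected genes, at 84.1 against 82.5. It turned without some single arrays too, such as Western replicate 1. The Western diet was nearest without low n-3 replicate 1, at 56.8 against 58.0 from the low n-3 diet, and with the correlation distance, at 0.876 against 0.916. Without lab chow replicate 1 or Western replicate 1, where lab chow lay 60.8 or 63.2 from the Western diet, the tree joined lab chow with the pair of high-fat and Western diets. It did so too with the correlation distance, joined lab chow with the high-fat diet on unscaled values and with the pair of control and low n-3 diets over all detected genes.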

Surprisingly, the lab chow (natural ingredient diet) currently used in our animal facility was not similar to the AIN-93 purified control diet, but was most similar to the Western diet.

**Figure 2:**
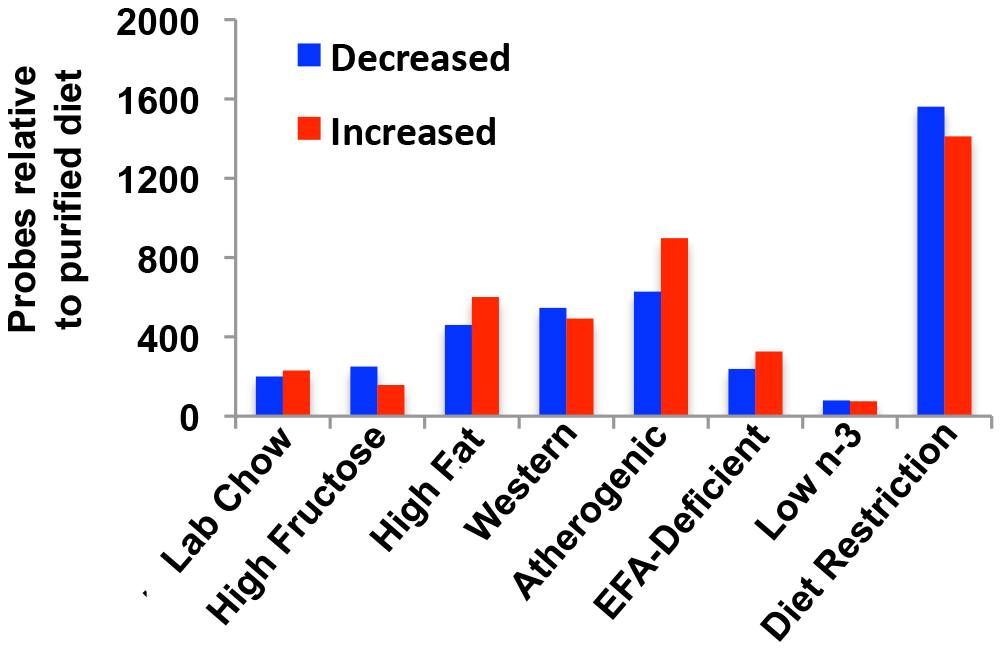
Number of probes that detected a significant change in gene expression by each diet compared to the AIN-93 purified control diet.

**Figure 3:**
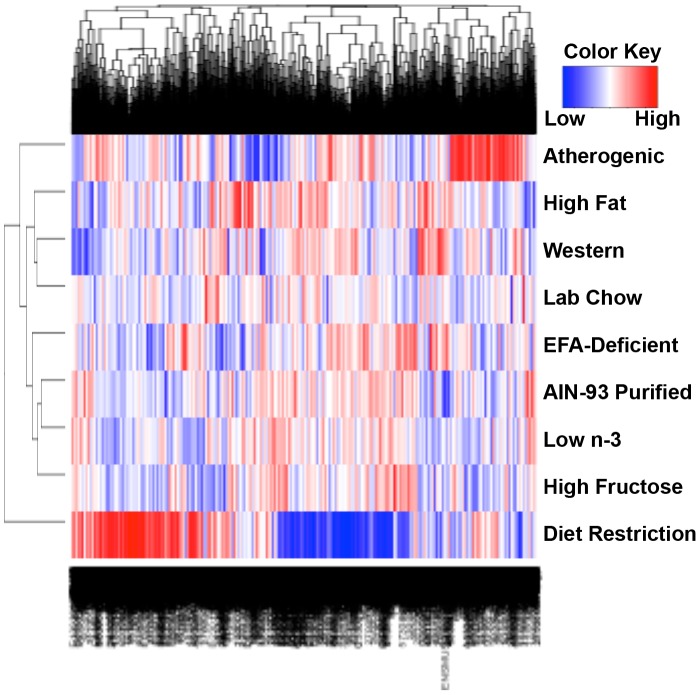
One-way hierarchical cluster map of the 3,734 genes that changed significantly by at least one diet compared to the AIN-93 purified control diet.

### Gene Set Enrichment Analysis

Gene set enrichment analysis was performed to define pathways that were affected by diet. 

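Glutathione metabolism genes were higher on lab chow and the high-fat diet, with n = 3 mice per diet and adjusted p = 7.1e-15 and adjusted p = 2.6e-05 by camera. With an estimated correlation between genes, the former gave adjusted p = 0.017 and the latter adjusted p = 0.23. Cholesterol biosynthesis was lower on the Western and the atherogenic diet, each with adjusted p = 1.5e-32, and adjusted p = 0.0077 with an estimated correlation. ABC transporter genes were higher on the atherogenic diet, with adjusted p = 4.3e-06 and adjusted p = 0.0096 with an estimated correlation. Mitochondrial β-oxidation was higher on the high-fat diet (adjusted p = 8.9e-12) and the Western diet (adjusted p = 2.3e-11), where the estimated correlation gave adjusted p = 0.088 in both. Oxidative phosphorylation was lower on the atherogenic diet (adjusted p = 9.3e-14) and higher on the high-fructose diet (adjusted p = 1.1e-14), where the estimated correlation gave adjusted p = 0.22 and adjusted p = 0.21. MHC class II presentation was higher on the atherogenic diet (adjusted p = 1.0e-03, and adjusted p = 0.29 with an estimated correlation), and the complement list was lower under diet restriction (adjusted p = 8.7e-08, and adjusted p = 0.21 with an estimated correlation).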

Of interest, gene sets involved in glutathione metabolism, fatty acid metabolism, oxidative phosphorylation, immune responses, cholesterol biosynthesis, and ABC transporters were affected by many of the diets (**Table 2**) and hence became the focus of further analyses. The entirety of the GSEA results can be found in **Table S1**.

**Table 2:** Pathway analysis of genes significantly changed by at least one diet using GSEA software.

Diet	Pathways Increased	NES	FDR	Pathways Decreased	NES	FDR
**Lab Chow**	Glutathione Metabolism	2.57	0.000			
	Fatty Acid Metabolism	1.67	0.065			
**High Fructose**	Oxidative Phosphorylation	1.96	0.015	Complement & Coagulation Cascade	−1.18	0.081
	Fatty Acid Biosynthesis	1.42	0.150	Toll-like Receptor Signaling	−1.66	0.100
	Glutathione Metabolism	1.79	0.030			
	PPAR Signaling Pathway	1.43	0.147			
	Pahogenic E.coli Infection	1.65	0.070			
**High Fat**	ABC Transporters	1.83	0.008			
	Biosynthesis of Cholesterol	2.21	0.000			
	Fatty Acid Metabolism	2.51	0.000			
	Glutathione Metabolism	2.03	0.001			
	PPAR Signaling	2.19	0.000			
**Western**	Fatty Acid Metabolism	2.45	0.000	Biosynthesis of Cholesterol	−2.55	0.000
	ABC Transporters	2.26	0.000	Leukocyte Transendothelial Migration	−1.70	0.117
	Glutathione Metabolism	1.70	0.035			
	PPAR Signaling Pathway	2.09	0.001			
**Atherogenic**	ABC Transporters	1.93	0.002	Biosynthesis of Cholesterol	−2.74	0.000
	Glutathione Metabolism	1.96	0.002	Oxidative Phosphorylation	−1.62	0.143
	Antigen Processing & Presentation	2.04	0.003			
**EFA-deficient**	Biosynthesis of Cholesterol	1.97	0.014	Complement & Coagulation Cascade	−1.94	0.013
	Fatty Acid Biosynthesis	1.55	0.171			
	PPAR Signaling Pathway	1.58	0.157			
	Pathogenic E.coli Infection	1.65	0.127			
**Low n-3**	Oxidative Phosphorylation	1.95	0.017	None with FDR <25%		
	Glutathione Metabolism	1.77	0.066			
	Pathogenic E.coli Infection	1.49	0.188			
**Diet Restriction**	ABC Transporters	1.78	0.039	Biosynthesis of Cholesterol	−1.48	0.242
	Oxidative Phosphorylation	1.55	0.178	Leukocyte Transendothelial Migration	−1.43	0.249
	Glutathione Metabolism	2.31	0.000	Pathogenic E.coli Infection	−1.42	0.247

NES: normalized enrichment score (analyzed using KEGG pathway gene sets in the GSEA software); FDR: false discovery rate (only gene sets with FDR <25% are shown).

### The Effect of Diet on Lipid Homeostasis

ABC transporters transport a wide variety of substrates including lipids and sterols across extra- and intracellular membranes. Several ABC transporters play a key role in maintaining lipid homeostasis; therefore, it is not surprising that the expression of many ABC transporters was sensitive to diet. 

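Abcg5 and Abcg8, whose proteins form the transporter that moves sterols into bile, were 1183% of control (95% confidence interval 805 to 1737, adjusted p = 8.0e-09) and 1012% (adjusted p = 2.1e-08) on the atherogenic diet with n = 3 mice per diet. They were 445% (adjusted p = 1.1e-05) and 355% (adjusted p = 8.1e-05) on the Western diet. Abcg5 was not higher on these diets alone. Its log2 intensities under diet restriction were 11.04, 10.69 and 10.59, against 9.16, 8.81 and 8.93 on control. Abcc3, an exporter of organic anions to blood, was 466% (adjusted p = 3.7e-05) under diet restriction, 406% (adjusted p = 1.1e-04) on lab chow, 353% (adjusted p = 3.6e-04) on the high-fat and 314% (adjusted p = 9.9e-04) on the atherogenic diet. Abcc2, which exports conjugates to bile, was 173% (adjusted p = 0.0012) on the high-fat and 202% (adjusted p = 8.1e-05) on the Western diet. Of 25 detected ABC transporter genes, 10 were higher and 1 lower on the atherogenic diet (10 higher and 2 lower when adjusted over the list alone). Under diet restriction 9 were higher and 6 lower (10 higher and 6 lower when adjusted over the list alone), and on the Western diet 7 and 1 (8 higher and 2 lower when adjusted over the list alone).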

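Abcb1a, the efflux pump of many drugs, had a fitted value of 1931% of control under diet restriction (95% confidence interval 1528 to 2439.9, n = 3 mice per diet, adjusted p = 6.9e-14). Every control array lay below the detection level, so that the bound is at least 1.12-fold. The control values had a standard deviation of 0.027, so the interval and p may understate the spread between mice. On the atherogenic diet Abcb1a also passed the test (adjusted p = 5.1e-08), with all arrays of the atherogenic and control diets below the detection level. Abcd2, a peroxisomal importer of fatty acids, and Abca6 were at least 1.41-fold higher (adjusted p = 2.9e-08) and at least 1.50-fold higher (adjusted p = 1.5e-06) under diet restriction. The cholesterol exporter gene Abcg1 was at least 3.20-fold higher (adjusted p = 1.3e-08) on the atherogenic diet. Of 53 ABC transporter genes listed, 48 had a probe, 25 were detected and 20 were changed by at least 1 diet.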

Of the 50 mouse ABC transporters examined, 26 were above the threshold of detection in mouse liver, and the expression of 19 were significantly changed by at least one diet and are presented in **Figure 4**A. Surprisingly, diet restriction substantially upregulated Abcb1a (Mdr1a/P-gp) to 1,930% of control. This effect was confirmed by qPCR (**Figure 4B**).

**Figure 4:**
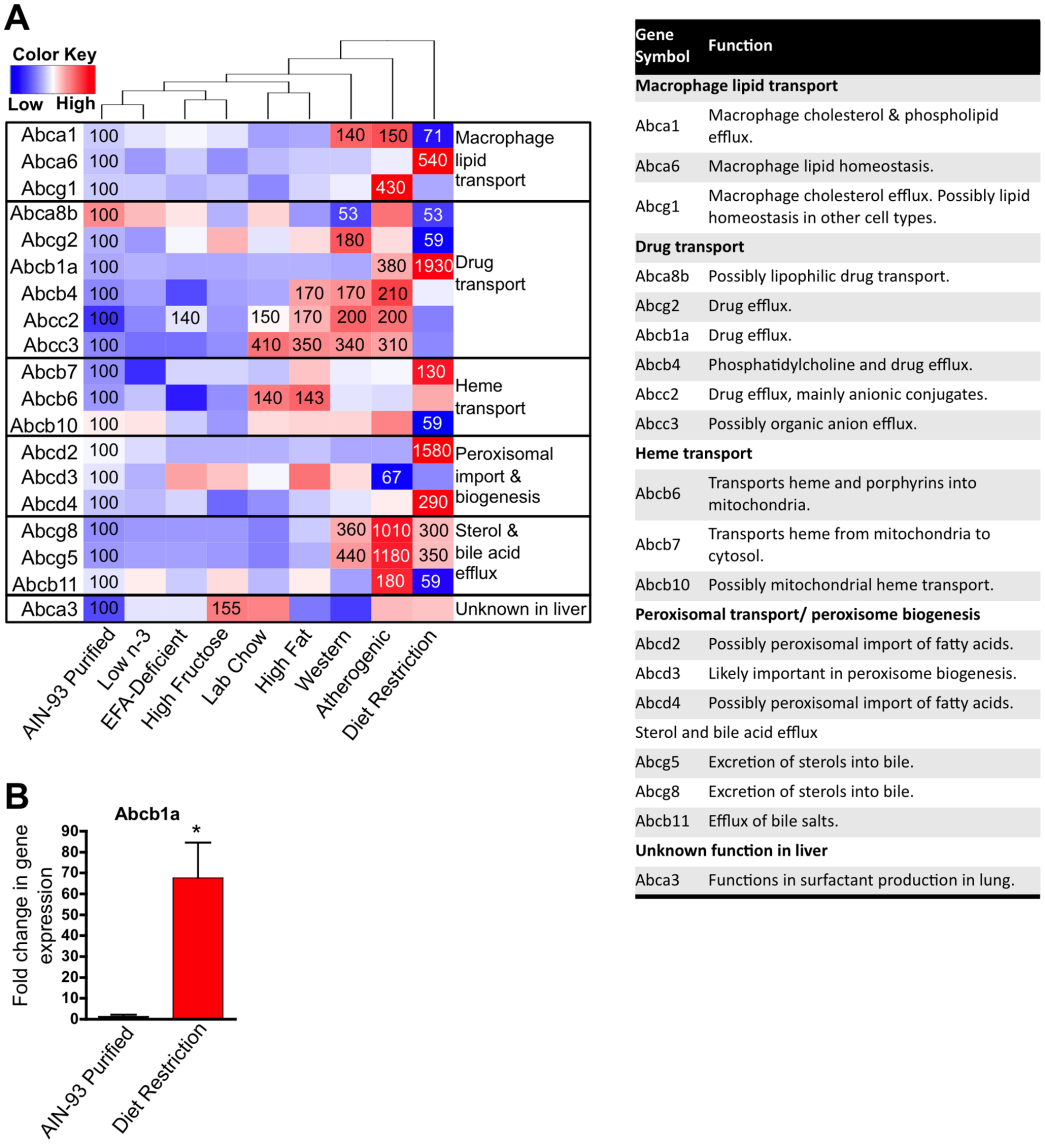
Effect of diet on the expression of ABC transporter genes. **A** One-way hierarchical cluster map of ABC transporter genes that changed significantly by at least one diet. mRNA expression of genes that were statistically different from those in mice fed the AIN-93 purified control diet have the percent indicated within the heatmap square (control = 100%). **B** RT-qPCR results validating the microarray result of Abcb1a. Data statistically significant from control are denoted with an asterisk (*).

The effect of diet on fatty acid metabolic processes was determined using the gene ontology gene set GO:0006633 (Fatty acid biosynthetic process, 308 genes), but excluding genes exclusively involved in leukotriene biosynthesis, wax biosynthesis, prostaglandin biosynthetic process, and the cyclooxygenase pathway (resulting list = 176 genes). 

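With n = 3 mice per diet, of 27 detected fatty acid synthesis genes, 21 were changed by at least 1 diet, of 31 mitochondrial β-oxidation genes 26, and of 21 peroxisomal β-oxidation genes 17. Acss2, which makes acetyl-CoA from acetate, was 24.6% of control (95% confidence interval 14.8 to 41.0, adjusted p = 6.2e-04) on the Western and 18.4% (adjusted p = 7.4e-05) on the atherogenic diet. Fads1, a desaturase, was 46.2% (adjusted p = 3.3e-04) on the Western diet, and Me1, malic enzyme, was 17.0% (adjusted p = 0.0074) on the atherogenic diet. Cpt2 and Slc25a20, which bring acyl groups into mitochondria, were 179.9% of control (95% confidence interval 142 to 229, adjusted p = 0.0019) and 178% (adjusted p = 0.0031) on the high-fat diet. Ppara, the nuclear receptor that drives fatty acid oxidation genes, was 198% (adjusted p = 0.0010) on the high-fat and 219.6% (adjusted p = 2.4e-04) on the Western diet.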

From this list, 30 genes for fatty acid synthesis (**Figure 5**), 18 genes for mitochondrial β-oxidation (**Figure S1**), and 12 genes for peroxisomal β-oxidation (discussed below) were significantly changed by at least one diet.

**Figure 5:**
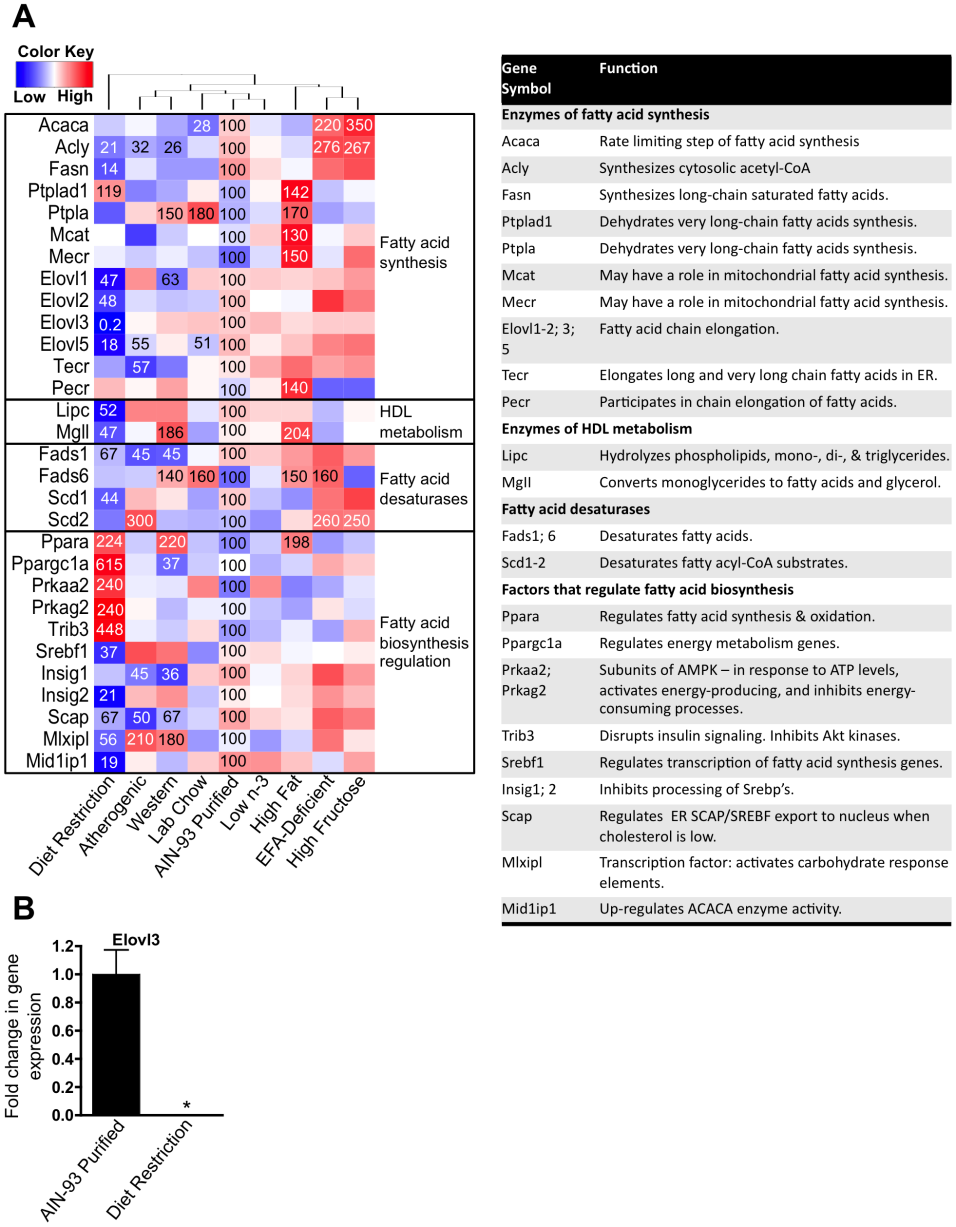
Effect of diet on the expression of fatty acid biosynthesis genes. **A** One-way hierarchical cluster map of fatty acid biosynthesis genes that changed significantly by at least one diet. mRNA expression of genes that were statistically different from those in mice fed the AIN-93 purified control diet have the percent indicated within the heatmap square (control = 100%). **B** RT-qPCR results validating the microarray result of Elovl3. Data statistically significant from control are denoted with an asterisk (*).

The rate-limiting step of fatty acid synthesis is the enzyme acetyl-CoA carboxylase (Acaca). Abundance of the mRNA for this enzyme was only increased by the high-fructose (350% of control) and the EFA-deficient (220% of control) diets, but decreased (28% of control) by the lab chow diet (**Table S2** and **Figure 5**). 

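Acaca was 349% of control (95% confidence interval 159.9 to 763, adjusted p = 0.038) on the high-fructose diet and 28.1% of control (95% confidence interval 12.9 to 61.5, adjusted p = 0.035) on lab chow, with n = 3 mice per diet. On the EFA-deficient diet it was 215% of control (95% confidence interval 98.55 to 470.1, adjusted p = 0.22), which did not pass the test. The high-fat, Western, atherogenic, low n-3 and diet restriction values were 44.2%, 42.2%, 66.9%, 62.0% and 50.5% of control, and none passed the test. Acaca on the high-fructose diet no longer passed the test without high-fructose replicate 1, 2 or 3 or control replicate 1 or 2 (adjusted p = 0.051 to 0.13) or with all probes of the gene averaged, p adjusted within each diet or a fit of the diet and control arrays alone, and Acaca on lab chow no longer passed the test without control replicate 2 or 3 or lab chow replicate 1, 2 or 3 (adjusted p = 0.067 to 0.14) or with all probes of the gene averaged or p adjusted within each diet. Acaca on the EFA-deficient diet passed the test without EFA-deficient replicate 3 (adjusted p = 0.0079), and Acaca on the high-fat diet passed the test with a fit of the diet and control arrays alone.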

Hierarchical clustering of fatty acid synthesis genes indicated that the high-fructose and EFA-deficient diets affected the expression of similar genes. 

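Acly, which makes acetyl-CoA from citrate, was 276% of control (95% confidence interval 150.2 to 507, adjusted p = 0.030) on the EFA-deficient and 267% (adjusted p = 0.037) on the high-fructose diet (n = 3 mice per diet). Of 27 detected fatty acid synthesis genes, 4 were higher and 0 lower on the EFA-deficient diet (7 higher and 0 lower when adjusted over the list alone), and 2 and 1 on the high-fructose diet (5 higher and 2 lower when adjusted over the list alone). Called in the same direction on both diets was 1 gene, Acly, and 24 genes shared their direction of change. Across the 27 genes, which are not independent, the covariance of the log2 fold changes was 0.278. Simulated diets that share only the noise of the control arrays gave a mean covariance of 0.0603 and at most 0.202. These simulations drew noise for each gene separately, so their highest value may be too low for genes that vary together. Compared directly, 1 gene of the list differed between the diets in limma, and 2 when adjusted over the list alone. Acly on the EFA-deficient diet no longer passed the test without control replicate 1 or 2 or EFA-deficient replicate 2 (adjusted p = 0.097 to 0.15) or with p adjusted within each diet or a fit of the diet and control arrays alone, and Acly on the EFA-deficient diet was 174% of control with all probes of the gene averaged. Acly on the high-fructose diet no longer passed the test without high-fructose replicate 1, 2 or 3 or control replicate 1 or 2 (adjusted p = 0.051 to 0.15) or with all probes of the gene averaged, p adjusted within each diet or a fit of the diet and control arrays alone. The count of fatty acid synthesis genes higher on the EFA-deficient diet was 2 with p adjusted within each diet, 1 without control replicate 1 and 1 without control replicate 2, and the count of fatty acid synthesis genes higher on the high-fructose diet was 0 with all probes of the gene averaged, 0 with p adjusted within each diet, 0 without high-fructose replicate 1, 1 without high-fructose replicate 2, 0 without high-fructose replicate 3, 0 without control replicate 1, 0 without control replicate 2 and 4 without control replicate 3.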

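Under diet restriction, Elovl3, which elongates saturated and monounsaturated acyl chains, was 0.174% of control (95% confidence interval 0.0826 to 0.368, n = 3 mice per diet, adjusted p = 8.9e-11), and at least 103-fold lower against the detection level. Elovl5, the elongase of polyunsaturated acids, was 18.1% of control (95% confidence interval 12.9 to 25.4, adjusted p = 3.0e-07), and Agpat2 of triglyceride synthesis was 28.2% (adjusted p = 2.4e-07). The lipogenic regulator gene Mid1ip1 was 19.4% (adjusted p = 0.0028). Of 27 detected fatty acid synthesis genes, 12 were lower and 0 higher (2 higher and 16 lower when adjusted over the list alone), with adjusted p = 7.0e-04 by camera, and adjusted p = 0.30 with an estimated correlation. Lower genes numbered 7 on the Western and 7 on the atherogenic diet (9 and 10 when adjusted over the list alone). The median absolute log2 fold change of the list was 0.61 under diet restriction and at most 0.48 on the other diets, on the Western diet. The count of fatty acid synthesis genes lower under diet restriction was 5 without control replicate 3, and the count of fatty acid synthesis genes lower on the Western diet was 4 without Western replicate 2, 4 without control replicate 2 and 4 without control replicate 3. The count of fatty acid synthesis genes called in either direction on the atherogenic diet was 5 without atherogenic replicate 1, and the count of fatty acid synthesis genes lower on the atherogenic diet was 4 without control replicate 3.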

Interestingly, diet restriction affected fatty acid synthesis genes the most, including Elovl3 (0.2% of control) – a gene positively associated with diet-induced obesity (**Figure 5**). This result was confirmed by qPCR (**Figure 5**).

Mitochondrial β-oxidation is the process that breaks down acyl-CoA molecules into acetyl-CoA units for use in the citric acid cycle, a way for the cell to mobilize energy from fatty acids. The rate-limiting step of this process is carnitine acyltransferase (Cpt1a), which was increased only by the high-fat diet (210% of control) (**Table S2** and **Figure S1**). 

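Cpt1a, the carnitine palmitoyltransferase of liver, was 148% of control (95% confidence interval 103 to 213, adjusted p = 0.18) on the high-fat diet (n = 3 mice per diet) and did not pass the test. It was 139% of control (adjusted p = 0.27) on the Western diet and 133% of control under diet restriction. On lab chow, the high-fructose, atherogenic, EFA-deficient and low n-3 diets it was 95.9%, 76.9%, 89.4%, 94.1% and 94.5%, and none of the diets changed it in limma. Bdh1, a ketone body dehydrogenase of the mitochondrion, was 166% of control (95% confidence interval 132 to 208, adjusted p = 0.0045) on the high-fat diet.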

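Of 31 detected genes of mitochondrial β-oxidation, 15 were higher and 0 lower on the high-fat diet (24 higher and 0 lower when adjusted over the list alone, n = 3 mice per diet), with adjusted p = 8.9e-12 by camera, and adjusted p = 0.088 with an estimated correlation. On the Western diet 17 were higher and 1 lower (21 higher and 1 lower when adjusted over the list alone), with adjusted p = 2.3e-11 by camera, and adjusted p = 0.088 with an estimated correlation, and under diet restriction 7 and 0 (9 higher and 0 lower when adjusted over the list alone). Acaa2, the thiolase of the pathway, was 175% of control (95% confidence interval 142 to 214, adjusted p = 6.9e-04) on the high-fat diet. Acadm, the medium-chain acyl-CoA dehydrogenase, was 183% of control (95% confidence interval 149 to 225, adjusted p = 3.1e-04) on the Western diet. Between the high-fat and Western diets 0 genes of the list differed at an adjusted p under 0.05 in limma, with a lowest unadjusted p of 0.018. The count of mitochondrial β-oxidation genes higher on the high-fat diet was 9 without control replicate 1, and the count of mitochondrial β-oxidation genes higher on the Western diet was 8 without Western replicate 2, 10 without Western replicate 3, 7 without control replicate 1 and 7 without control replicate 3. The count of mitochondrial β-oxidation genes higher under diet restriction was 4 without control replicate 3 and 4 without diet restriction replicate 1.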

The high-fat and Western diets affected the most number of mitochondrial β-oxidation genes. Interestingly, the high-fat diet, Western diet, and diet restriction clustered together in the one-way hierarchical clustering of mitochondrial β-oxidation genes (**Figure S1**).

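Acadm and Acadl, acyl-CoA dehydrogenases, were 168% of control (95% confidence interval 137 to 206, adjusted p = 0.0015) and 154% (adjusted p = 8.0e-04) under diet restriction (n = 3 mice per diet). Of 31 detected genes, 12 were called in the same direction on the high-fat and Western diets, 6 on the high-fat diet and diet restriction and 4 on the Western diet and diet restriction. Across these genes, the covariance of the log2 fold changes was 0.0965 between the high-fat and Western diets, where diets that share only control noise gave at most 0.0423 in simulations. Diet restriction had a covariance of 0.0415 with the high-fat and 0.0356 with the Western diet, and simulations gave at most 0.0434 and 0.0557. With noise drawn for each gene separately, these simulated limits may be too low. Compared directly, 6 genes differed between the high-fat diet and diet restriction and 10 between the Western diet and diet restriction in limma.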

Cholesterol biosynthesis is directly regulated by circulating levels of cholesterol through Srebp-Scap-Insig1 signaling. Expression of the enzyme responsible for the rate limiting step of cholesterol biosynthesis, HMG-CoA reductase (Hmgcr), was significantly decreased by feeding the atherogenic diet (21% of control), the Western diet (11% of control), and the low n-3 diet (48% of control) (**Table S2** and **Figure 6**). 

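All 18 of 18 detected cholesterol biosynthesis genes were changed by at least 1 diet, with n = 3 mice per diet. On the EFA-deficient diet 6 were higher and 0 lower (7 higher and 0 lower when adjusted over the list alone), with adjusted p = 4.6e-07 by camera, and adjusted p = 0.30 with an estimated correlation. Mvd, the mevalonate diphosphate decarboxylase, was 279% of control (95% confidence interval 183 to 424, adjusted p = 0.0019) there. On the high-fat diet 5 were higher and 1 lower (9 higher and 1 lower when adjusted over the list alone), with adjusted p = 9.1e-06 by camera, and adjusted p = 0.40 with an estimated correlation. Hsd17b7, a sterol reductase, and Fdft1, squalene synthase, were 275% of control (95% confidence interval 202 to 374, adjusted p = 8.3e-05) and 193% (adjusted p = 0.0045) on that diet. Under diet restriction 9 were lower and 0 higher (0 higher and 12 lower when adjusted over the list alone), with adjusted p = 0.0011 by camera, and adjusted p = 0.62 with an estimated correlation, and Hmgcs1, HMG-CoA synthase of the cytosol, was 33.5% of control (95% confidence interval 22.15 to 50.6, adjusted p = 8.8e-04). Mvd on the EFA-deficient diet no longer passed the test with a fit of the diet and control arrays alone. The count of cholesterol biosynthesis genes higher on the EFA-deficient diet was 3 without control replicate 1, 3 without control replicate 2 and 2 without EFA-deficient replicate 2, and the count of cholesterol biosynthesis genes higher on the high-fat diet was 9 without control replicate 3. The count of cholesterol biosynthesis genes lower under diet restriction was 4 without control replicate 3.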

Using the gene ontology gene set GO:0006695 Cholesterol biosynthetic process, 21 out of 37 genes tested were significantly changed by at least one diet. One-way hierarchical clustering of these 21 genes (**Figure 6**) shows that the atherogenic diet clustered closely with the Western diet. Both diets resulted in a decrease in the mRNA of a majority of these cholesterol synthesis genes. 

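Idi1, isopentenyl diphosphate isomerase, was 6.04% of control (95% confidence interval 4.30 to 8.47, adjusted p = 1.2e-10) on the atherogenic and 6.34% of control (95% confidence interval 4.52 to 8.89, adjusted p = 1.5e-10) on the Western diet, with n = 3 mice per diet. Among the 18 detected genes of the list, 17 were called in the same direction on both diets. Across them, the covariance of the log2 fold changes was 1.82, and simulated diets that share only the noise of the control arrays gave at most 0.0899. That limit may be too low, as noise was drawn for each gene separately. Compared directly in limma, 3 genes of the list differed between the diets, and 4 when adjusted over the list alone. One of them was the sterol reductase gene Tm7sf2, at 48.3% of the Western value (95% confidence interval 35.9 to 65.2, adjusted p = 0.0013) on the atherogenic diet.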

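Of 18 detected cholesterol biosynthesis genes, 18 were lower and 0 higher on the atherogenic diet, and 17 and 0 on the Western diet (n = 3 mice per diet). When adjusted over the list alone, 18 and 18 were lower. Sqle, squalene epoxidase, was at least 4.09-fold lower (adjusted p = 2.4e-09) on the atherogenic and at least 4.09-fold lower (adjusted p = 1.3e-09) on the Western diet. Cyp51, the lanosterol demethylase, was 10.7% of control (95% confidence interval 7.96 to 14.5, adjusted p = 7.0e-10) on the Western and at least 9.08-fold lower (adjusted p = 1.2e-10) on the atherogenic diet, where the sterol dehydrogenase gene Nsdhl was at least 7.44-fold lower (adjusted p = 3.2e-08). Scap, the sterol sensor that escorts SREBP, was 49.7% of control (95% confidence interval 40.7 to 60.8, adjusted p = 4.1e-05) on the atherogenic diet.

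**Figure D2:**
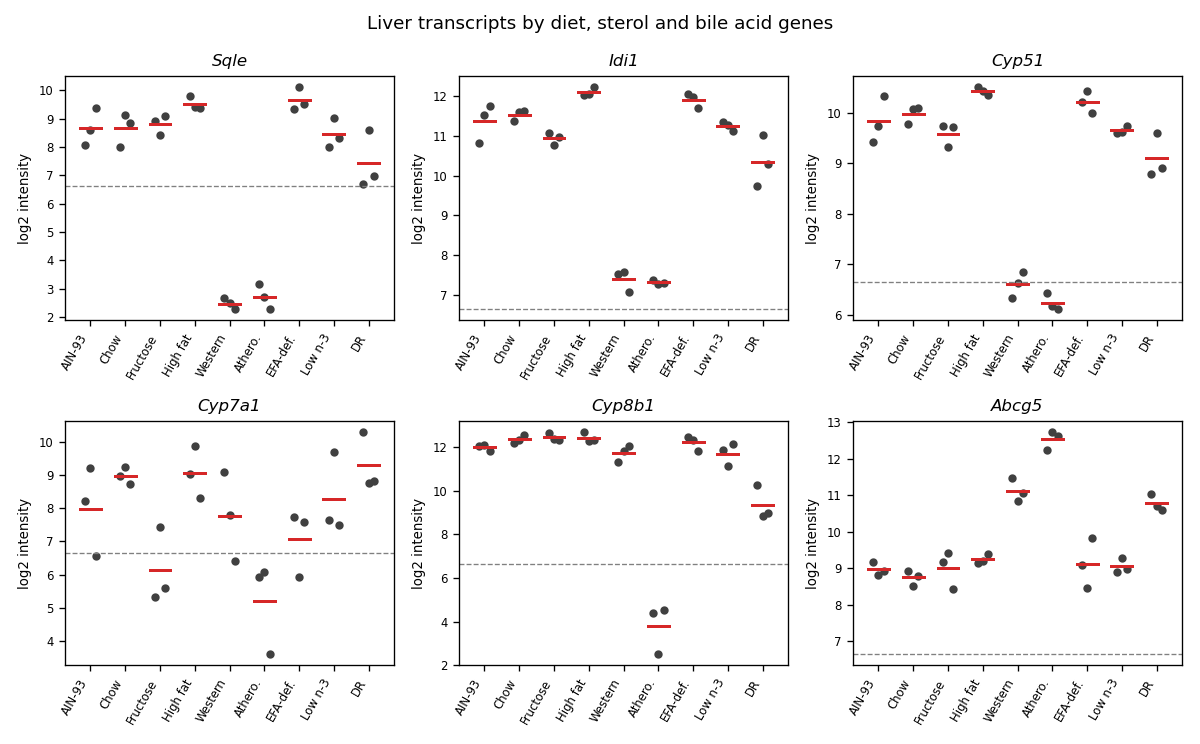
Log2 intensity of Sqle, Idi1, Cyp51, Cyp7a1, Cyp8b1 and Abcg5 in each of the 27 arrays, by diet. Points are single mice, bars are diet means and the dashed line is the detection level, and the Sqle and Idi1 points of the Western and atherogenic diets lie below those of all other diets.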

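Cyp7a1 on the atherogenic diet was 14.5% of control (95% confidence interval 4.43 to 47.7, n = 3 mice per diet, adjusted p = 0.035), and at least 2.53-fold lower against the detection level, below which all its atherogenic arrays lay. The high-fructose and EFA-deficient values were 27.5% (95% confidence interval 8.37 to 90.2, adjusted p = 0.17) and 53.2% (95% confidence interval 16.2 to 175, adjusted p = 0.55) of control, and neither passed the test. Of 15 detected bile acid synthesis genes, 4 were lower and 3 higher under diet restriction (3 higher and 5 lower when adjusted over the list alone). Hsd3b7, which acts on the sterol ring after Cyp7a1, was 25.2% of control (95% confidence interval 20.4 to 31.2, adjusted p = 7.5e-09) there, and the oxysterol hydroxylase gene Cyp39a1 was 1254% of control (95% confidence interval 896 to 1756, adjusted p = 6.5e-10). Cyp7a1 on the atherogenic diet no longer passed the test without control replicate 1 or 2 or atherogenic replicate 3 (adjusted p = 0.088 to 0.17) or with a fit of the diet and control arrays alone. Cyp7a1 on the atherogenic diet was at least 4.18-fold lower without control replicate 3.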

Intriguingly, not only the atherogenic diet, but the high-fructose and EFA-deficient diets also decreased Cyp7a1, the rate limiting step of cholesterol metabolism into bile acids, to 14%, 27%, and 50% of control, respectively. The decrease in mRNA and protein of Cyp7a1 by the high fructose and atherogenic diets was confirmed by qPCR (Figure 6B) and western blot analysis (Figure 6C), respectively.

**Figure 6:**
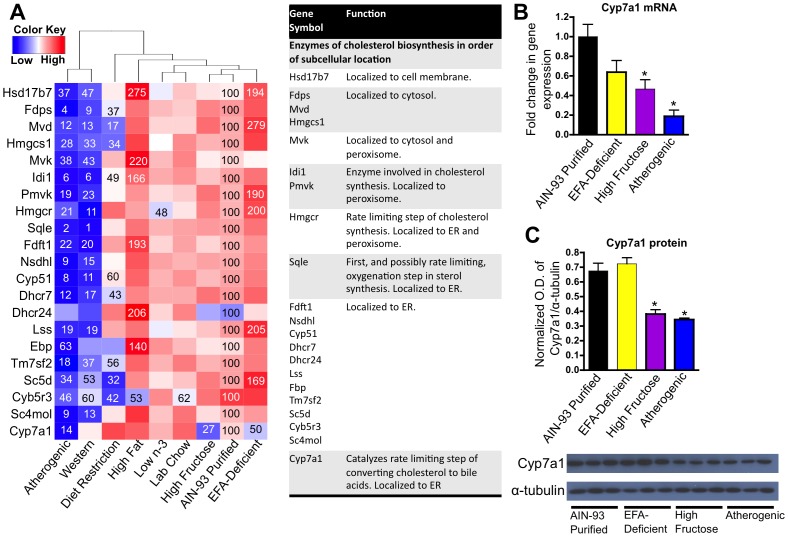
Effect of diet on the expression of cholesterol biosynthesis genes. **A** One-way hierarchical cluster map of cholesterol biosynthesis genes that changed significantly by at least one diet. mRNA expression of genes that were statistically different from those in mice fed the AIN-93 purified control diet have the percent indicated within the heatmap square (control = 100%). **B** RT-qPCR results validating the microarray result of Cyp7a1. Data statistically significant from control are denoted with an asterisk (*). **C** Western blot analysis of Cyp7a1 protein expression validating our mRNA findings. Top panel is a bar graph of the optical densities measured by ImageJ; bottom panel is representative western blots of Cyp7a1 and α-tubulin.

A list of genes involved in lipid trafficking, lipid droplet formation and storage, VLDL secretion, and lipoprotein/chylomicron remnant uptake into hepatocytes was compiled by literature searches of genes implicated in these processes. Out of 40 genes selected for analysis, the mRNA of 19 were significantly changed by at least one diet compared to the AIN-93 purified control diet. 

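Of 54 genes listed for lipid trafficking and storage, 41 were detected and 26 were changed by at least 1 diet (n = 3 mice per diet). Fabp2, a fatty acid binding protein, was 232% of control (95% confidence interval 178 to 303, adjusted p = 1.3e-04) on the Western diet and 45.2% of control (95% confidence interval 34.7 to 59.0, adjusted p = 2.6e-04) on lab chow. Apoc2, the activator of lipoprotein lipase, was 184% of control (95% confidence interval 140.3 to 241, adjusted p = 0.0039) on the EFA-deficient and 175% (adjusted p = 0.0075) on the high-fructose diet. Apoa4 of chylomicrons and VLDL was 20.1% of control (95% confidence interval 11.7 to 34.5, adjusted p = 2.6e-04) on lab chow. Lpl, lipoprotein lipase, was 568% of control (95% confidence interval 314 to 1026, adjusted p = 3.1e-04) on the atherogenic diet. Apoc2 on the EFA-deficient diet and Apoc2 on the high-fructose diet no longer passed the test with a fit of the diet and control arrays alone. Lpl on the atherogenic diet was 858% of control without atherogenic replicate 2.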

Diet restriction affected the expression of the most number of genes and the magnitude of gene expression changes more than the other diets did within this gene set (**Figure 7**). 

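Under diet restriction, 5 lipid trafficking and storage genes were higher and 8 lower than control of 41 detected (7 higher and 12 lower when adjusted over the list alone, n = 3 mice per diet). Called genes numbered 9 on the atherogenic diet, 8 on the high-fat and on the Western diet, 6 on the EFA-deficient diet, 3 on lab chow and on the high-fructose diet and 1 on the low n-3 diet. The median absolute log2 fold change of the list was 0.48 under diet restriction, 0.44 on the atherogenic and 0.43 on the Western diet. Pnpla2, the triglyceride lipase of lipid droplets, was 334% of control (95% confidence interval 259 to 432, adjusted p = 8.0e-07) under diet restriction. Against lab chow, G0s2, an inhibitor of Pnpla2, was 14.3% of the lab chow value (95% confidence interval 6.30 to 32.3, adjusted p = 5.5e-04). Pnpla2 under diet restriction was 184% of control with all probes of the gene averaged.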

Fatty acid binding proteins (FABPs) are most active in long-chain fatty acid uptake and metabolism (liver, intestine), oxidation (kidney, heart, skeletal muscle), and storage (adipose) [26]. Fabp5 is expressed in many tissues including the liver [27] and studies in mice null for both Fabp4 and Fabp5 demonstrate a role for Fabp5 in systemic glucose and lipid homeostasis as these mice are substantially protected from the metabolic syndrome [28]. Additionally, polymorphisms in human FABP5 are associated with type 2 diabetes [29]. 

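Fabp5, which carries fatty acids, was 3.70% of control (95% confidence interval 1.68 to 8.17, adjusted p = 4.6e-06) on the atherogenic diet, with n = 3 mice per diet. It was 3.83% of control (95% confidence interval 1.73 to 8.46, adjusted p = 5.2e-06) under diet restriction and 4.43% of control (95% confidence interval 2.01 to 9.78, adjusted p = 9.5e-06) on the Western diet. Lab chow gave 9.30% of control (95% confidence interval 4.21 to 20.5, adjusted p = 2.4e-04) and the high-fat diet 9.80% of control (95% confidence interval 4.44 to 21.6, adjusted p = 3.1e-04). On the high-fructose, EFA-deficient and low n-3 diets, Fabp5 was 241%, 261% and 50.4% of control and did not pass the test. Fabp5 on the low n-3 diet passed the test without low n-3 replicate 2 (adjusted p = 0.026).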

Interestingly, Fabp5 changed markedly across diets as it was decreased by the Western (4% of control), atherogenic (3% of control), high-fat (9% of control), lab chow (8% of control), and diet restriction (4% of control). Under basal conditions, the VLDL receptor, Vldlr, is expressed at very low levels in liver [30]; however is induced in liver during ER stress, which is thought to contribute to hepatic steatosis [31]. 

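Vldlr, the receptor of very low density lipoprotein, was 1409% of control under diet restriction (95% confidence interval 689 to 2882, n = 3 mice per diet, adjusted p = 2.0e-05) and at least 3.02-fold higher against the detection level, below which every control array lay. Against lab chow it was at least 3.02-fold higher (adjusted p = 7.4e-04) under diet restriction. On none of the other diets did it pass the test, with the lowest adjusted p on lab chow (adjusted p = 0.074).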

Surprisingly, only diet restriction increased Vldlr expression in liver (1,410% of control).

**Figure 7:**
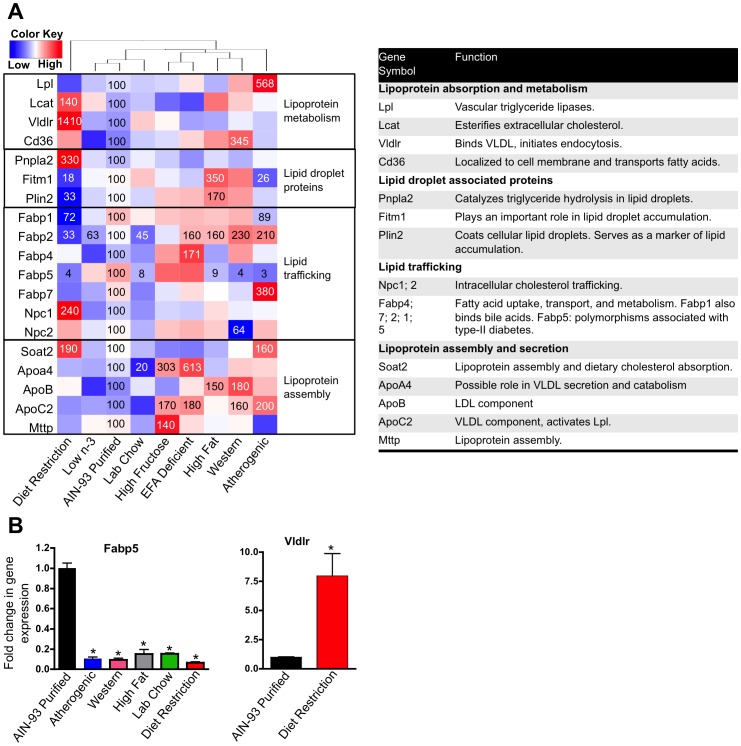
Effect of diet on the expression of genes involved in lipid trafficking, VLDL secretion, and lipid droplet formation. **A** One-way hierarchical cluster map of genes involved in lipid trafficking, VLDL secretion, and lipid droplet formation that changed significantly by at least one diet. mRNA expression of genes that were statistically different from those in mice fed the AIN-93 purified control diet have the percent indicated within the heatmap square (control = 100%). B RT-qPCR results validating the microarray results of Fabp5 and Vldlr. Data statistically significant from control are denoted with an asterisk (*).

### The Effect of Diet on Pathways Involved in Cellular Oxidative Stress

An increase in cellular oxidative or electrophilic stress induces expression of genes in glutathione synthesis, glutathione peroxidase, and glutathione conjugation [32], [33]. According to our GSEA results, all diets increased the expression of glutathione metabolism genes compared to the AIN-93 purified control diet, except the EFA-deficient diet (**Table 2**). However, the rate-limiting step of glutathione metabolism, glutamate-cysteine ligase (Gclc), was only increased by the Western (173% of control), atherogenic (168% of control), and lab chow (159% of control) diets (**Table S2** and **Figure 8**). 

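Of 40 detected glutathione metabolism genes, 15 were higher and 1 lower on lab chow (21 higher and 1 lower when adjusted over the list alone, n = 3 mice per diet). Under diet restriction 13 were higher and 3 lower (16 higher and 5 lower when adjusted over the list alone), with adjusted p = 0.0019 by camera, and adjusted p = 0.42 with an estimated correlation. The high-fat diet had 12 higher and 1 lower (14 higher and 1 lower when adjusted over the list alone) and the atherogenic diet 11 and 0 (15 higher and 2 lower when adjusted over the list alone), with adjusted p = 0.061 by camera, and adjusted p = 0.73 with an estimated correlation, on the latter. On the Western diet 5 were higher and 2 lower (8 higher and 3 lower when adjusted over the list alone), with adjusted p = 0.12 by camera, and adjusted p = 0.78 with an estimated correlation. Mgst3, a membrane glutathione transferase, was 49.0% of control (95% confidence interval 35.1 to 68.4, adjusted p = 0.0059) on the EFA-deficient diet. Mgst3 on the EFA-deficient diet no longer passed the test with a fit of the diet and control arrays alone. The count of glutathione metabolism genes called in either direction on the high-fat diet was 8 without control replicate 3, and the glutathione metabolism list on the atherogenic diet had adjusted p = 0.014 by fry, adjusted p = 0.030 without control replicate 2 and adjusted p = 0.046 without atherogenic replicate 2. The count of glutathione metabolism genes higher on the Western diet was 3 without Western replicate 2, 3 without Western replicate 3, 3 without control replicate 2 and 3 without control replicate 3, and the glutathione metabolism list on the Western diet had adjusted p = 0.0094 without Western replicate 1.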

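Gclc, the catalytic subunit of the enzyme, was 173% of control (95% confidence interval 133 to 223, adjusted p = 0.0063) on the Western diet, 168% (adjusted p = 0.0095) on the atherogenic diet and 159% (adjusted p = 0.019) on lab chow, with n = 3 mice per diet. Under diet restriction it was lower, at 57.8% of control (95% confidence interval 44.7 to 74.8, adjusted p = 0.0062), and against lab chow at 36.3% of the lab chow value (95% confidence interval 28.1 to 47.0, adjusted p = 1.9e-06). On the high-fructose, high-fat, EFA-deficient and low n-3 diets it was 114%, 120.1%, 128% and 94.1% of control and did not pass the test. Gclc on the Western diet no longer passed the test with a fit of the diet and control arrays alone, and Gclc on the atherogenic diet no longer passed the test without control replicate 2 (adjusted p = 0.070) or with a fit of the diet and control arrays alone. Gclc on lab chow no longer passed the test without control replicate 2 or lab chow replicate 3 (adjusted p = 0.063 to 0.12) or with p adjusted within each diet or a fit of the diet and control arrays alone, and Gclc under diet restriction no longer passed the test with the probe with the highest mean. Gclc on the EFA-deficient diet passed the test with the probe with the highest mean.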

The KEGG glutathione metabolism gene list was used to evaluate individual genes of glutathione metabolism. 

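Gsta2, a glutathione transferase of the alpha class, was 2092% of control (95% confidence interval 1046 to 4182, adjusted p = 2.2e-06) under diet restriction, 1142% (adjusted p = 3.7e-05) on lab chow and 1076% (adjusted p = 5.0e-05) on the atherogenic diet (n = 3 mice per diet). Gstm3, of the mu class, was 1715% of control (95% confidence interval 972.5 to 3024, adjusted p = 3.4e-07) under diet restriction and 668% (adjusted p = 6.7e-05) on the atherogenic diet, where Gstm1 was 289% (adjusted p = 6.1e-06). Gstt3, of the theta class, was 900.2% (adjusted p = 1.0e-07) under diet restriction and 299% (adjusted p = 7.2e-04) on the high-fat diet. Of 58 glutathione metabolism genes listed, 40 were detected and 29 were changed by at least 1 diet.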

Of the 54 glutathione genes examined, the mRNA of 20 genes changed significantly by at least one diet, and are plotted in a one-way hierarchically clustered heatmap (**Figure 8**). The mRNA of the oxidative stress marker, Gsta4 [34], was increased by the atherogenic diet (680% of control), lab chow diet (500% of control), diet restriction (820% of control), and high-fat diet (220% of control). Together, these data indicate that diet restriction, atherogenic, Western, high-fat, and the lab chow diet possibly increase cell oxidant status compared to the AIN-93 purified control diet.

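Gsta4, which conjugates lipid aldehydes, was 816% of control (95% confidence interval 555 to 1199, adjusted p = 9.8e-08) under diet restriction and 679% of control (95% confidence interval 462 to 999, adjusted p = 4.0e-07) on the atherogenic diet (n = 3 mice per diet). Lab chow gave 501% of control (95% confidence interval 341 to 737, adjusted p = 4.4e-06) and the high-fat diet 217% of control (95% confidence interval 147 to 319, adjusted p = 0.0095). Restricted mice ate lab chow, so the 816% does not separate the amount of food from the chow itself. Against the Western diet Gsta4 was 405% of the Western value (95% confidence interval 276 to 596, adjusted p = 2.7e-05) on the atherogenic diet. Gsta4 on the high-fat diet no longer passed the test without high-fat replicate 3 (adjusted p = 0.057).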

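Targets of Nrf2, the transcription factor of the oxidant response, were called higher on these diets. Of 25 detected, 15 were higher and 1 lower on the atherogenic diet (16 higher and 1 lower when adjusted over the list alone, n = 3 mice per diet), with adjusted p = 2.3e-08 by camera, and adjusted p = 0.063 with an estimated correlation. On lab chow 13 were higher and 0 lower (15 higher and 0 lower when adjusted over the list alone), with adjusted p = 1.6e-18 by camera, and adjusted p = 0.0031 with an estimated correlation. Under diet restriction 10 were higher and 1 lower (13 higher and 3 lower when adjusted over the list alone), with adjusted p = 5.0e-04 by camera, and adjusted p = 0.25 with an estimated correlation. On the high-fat diet 7 were higher (9 higher and 0 lower when adjusted over the list alone) and on the Western diet 6 (9 higher and 0 lower when adjusted over the list alone), and none was lower on either. With an estimated correlation, the list gave adjusted p = 0.22 on the former and adjusted p = 0.21 on the latter. Ephx1, an epoxide hydrolase of the list, was 294% of control (95% confidence interval 224 to 385, adjusted p = 8.2e-06) on the Western and 215% (adjusted p = 4.5e-04) on the high-fat diet, and Cbr1, a carbonyl reductase, was 492% of control (95% confidence interval 392 to 617, adjusted p = 1.9e-09) under diet restriction. The Nrf2 list shares members with other lists, such as Gsta2 and Gclc with glutathione metabolism and Gsta2 with the CAR and PXR targets. Its counts are therefore not independent of theirs, and cannot separate an oxidant response from a response of CAR and PXR. From its glutathione genes, the paper proposes a raised oxidant status of liver cells on these diets.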

**Figure 8:**
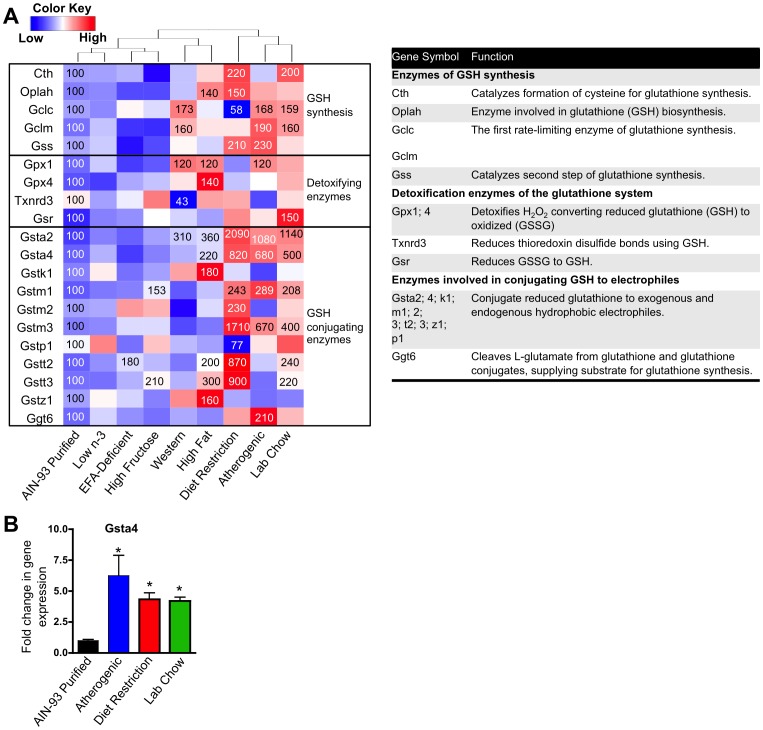
Effect of diet on the expression of glutathione metabolism genes. **A** One-way hierarchical cluster map of glutathione metabolism genes that changed significantly by at least one diet. mRNA expression of genes that were statistically different from those in mice fed the AIN-93 purified control diet have the percent indicated within the heatmap square (control = 100%). **B** RT-qPCR results validating the microarray result of Gsta4. Data statistically significant from control are denoted with an asterisk (*).

Physiological sources of cellular oxidants include the leakage of activated oxygen during oxidative phosphorylation, as well as the formation of H_2_O_2_ during peroxisomal β-oxidation. To gain insight into how these diets possibly increase the production of oxidative species in liver, one-way hierarchical clusterings of oxidative phosphorylation (**Figure S2**) and peroxisomal β-oxidation (**Figure S3**) genes were performed. 

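Of 73 detected oxidative phosphorylation genes, 25 were lower and 0 higher on the atherogenic diet (0 higher and 36 lower when adjusted over the list alone, n = 3 mice per diet), with adjusted p = 9.3e-14 by camera, and adjusted p = 0.22 with an estimated correlation. Ndufb3, of complex I, was 71.7% of control (95% confidence interval 60.3 to 85.1, adjusted p = 0.012), and Ndufb10, of the same complex, was 68.3% (adjusted p = 0.0011) on that diet. On the high-fructose diet 6 were higher and 0 lower (6 higher and 0 lower when adjusted over the list alone), with adjusted p = 1.1e-14 by camera, and adjusted p = 0.21 with an estimated correlation, and Cyc1, cytochrome c1, was 135% of control (95% confidence interval 118 to 153, adjusted p = 0.0030). Under diet restriction 7 genes of the list were called, at 77.9% to 143% of control, so calls went both ways. Among those higher were Ndufs1 and Ndufv1, of complex I, at 143% of control (95% confidence interval 126 to 162, adjusted p = 5.5e-04) and 139% (adjusted p = 0.0023). At least 1 diet changed 40 genes of the list. Cyc1 on the high-fructose diet no longer passed the test with a fit of the diet and control arrays alone. The count of oxidative phosphorylation genes lower on the atherogenic diet was 16 without control replicate 2, 12 without control replicate 3 and 14 without atherogenic replicate 2, and the count of oxidative phosphorylation genes higher on the high-fructose diet was 16 with Dunnett's test as in the methods, 3 with p adjusted within each diet and 3 without high-fructose replicate 3.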

Evaluation of 148 KEGG oxidative phosphorylation pathway genes provided 38 genes whose expression was significantly altered by at least one diet. A heatmap of these 38 genes is presented in **Figure S2**. 

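The lowest called value of an oxidative phosphorylation gene was that of Cox11, an assembly factor of cytochrome oxidase, on the atherogenic diet, at 61.0% of control (95% confidence interval 51.5 to 72.1, adjusted p = 3.0e-04) with n = 3 mice per diet. The highest was that of Uqcrc1, a core subunit of complex III, on the high-fat diet, at 144% of control (95% confidence interval 118 to 175, adjusted p = 0.018). These bound the 51 calls over all genes and diets. Uqcrc1 on the high-fat diet no longer passed the test without control replicate 1 or high-fat replicate 1 or 2 (adjusted p = 0.057 to 0.072).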

Compared to the AIN-93 purified control diet, all of these mRNA expression changes were relatively small in magnitude, only differing by 63–140%. Next, we evaluated the effect of diet on genes involved in peroxisomal β-oxidation (**Figure S3**). The rate-limiting step of peroxisomal β-oxidation is acyl-CoA oxidase-1 (Acox1) and its mRNA was increased by the high-fat (181% of control) and Western (241% of control) diets (**Table S2** and **Figure S3**).

### The Effect of Diet on Inflammation

To evaluate the effect of diet on expression of inflammation genes, we evaluated gene lists from the KEGG including: toll-like receptor signaling (101 genes); complement and coagulation cascade (69 genes); and antigen processing and presentation (81 genes)+leukocyte transendothelial migration (115 genes). Of these 366 genes, the mRNA of 77 changed significantly by at least one diet and these data were used to generate 3 one-way hierarchical cluster maps (**Figure 9** **,** **10** **, and** **11**). 

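With n = 3 mice per diet, at least 1 diet changed 15 of 30 detected toll-like receptor signaling genes, 20 of 25 complement and 13 of 20 coagulation genes. It changed 12 of 14 genes of MHC class II and 14 of 19 of class I presentation, and 12 of 25 leukocyte adhesion and migration genes. Of 13 markers of Kupffer cells, 5 were higher and 0 lower on the atherogenic diet (10 higher and 0 lower when adjusted over the list alone), with adjusted p = 2.9e-04 by camera, and adjusted p = 0.62 with an estimated correlation. Cd5l, secreted by macrophages, was 449% of control (95% confidence interval 259.9 to 776, adjusted p = 6.2e-04) and the folate receptor gene Folr2 at least 1.33-fold higher (adjusted p = 0.0092) there. The count of Kupffer cell marker genes higher on the atherogenic diet was 2 without control replicate 1, 3 without control replicate 2 and 2 without atherogenic replicate 1.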

The mRNA of 18 genes involved in toll-like receptor signaling were significantly changed by at least one diet with most of these genes being affected by diet restriction and the atherogenic diet (**Figure 9**). 

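Under diet restriction, 8 of 30 detected toll-like receptor signaling genes were lower and 3 higher (4 higher and 8 lower when adjusted over the list alone, n = 3 mice per diet). Tirap, an adaptor of toll-like receptors, was 50.6% of control (95% confidence interval 36.6 to 70.2, adjusted p = 0.0071), and the chemokine gene Cxcl9 was at least 3.28-fold lower (adjusted p = 0.0025). Nfkbia, the inhibitor of NF-κB, was higher, at 265% of control (95% confidence interval 197 to 356, adjusted p = 8.4e-05), and the kinase gene Mapk8 was at least 1.39-fold higher (adjusted p = 8.3e-04). On the atherogenic diet 3 were higher and 0 lower (4 higher and 0 lower when adjusted over the list alone), and on the high-fructose diet 0 and 2 (0 higher and 2 lower when adjusted over the list alone). Pik3r1, a subunit of phosphoinositide 3-kinase, was 49.2% of control (95% confidence interval 35.5 to 68.2, adjusted p = 0.0052) on the high-fructose diet. Pik3r1 on the high-fructose diet no longer passed the test with a fit of the diet and control arrays alone. The count of toll-like receptor signaling genes called in either direction on the atherogenic diet was 5 with Dunnett's test as in the methods, and the count of toll-like receptor signaling genes higher on the atherogenic diet was 1 without atherogenic replicate 2. The count of toll-like receptor signaling genes lower on the high-fructose diet was 1 with p adjusted within each diet, 1 without control replicate 1 and 1 without control replicate 3.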

Interestingly, the atherogenic diet increased mRNA of the LPS binding protein, Lbp (260% of control) and a crucial adaptor protein needed for TLR signaling, Myd88 (170% of control). 

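Lbp, which carries lipopolysaccharide to its receptor, was 265% of control (95% confidence interval 165 to 424, adjusted p = 0.0078) on the atherogenic diet with n = 3 mice per diet. Myd88, the adaptor downstream of most toll-like receptors, had a fitted value of 134% of control (95% confidence interval 112 to 159.7, adjusted p = 0.034). Every control array lay below the detection level, so that the bound is at least 1.16-fold. Nfkbia was 206% of control (95% confidence interval 153.5 to 277, adjusted p = 0.0019) on this diet, and the phagocyte gene Cyba, of the NADPH oxidase, was at least 2.43-fold higher (adjusted p = 0.0022). Lbp on the atherogenic diet no longer passed the test without atherogenic replicate 2 (adjusted p = 0.051) or with all probes of the gene averaged or a fit of the diet and control arrays alone. Myd88 on the atherogenic diet no longer passed the test without control replicate 1, 2 or 3 or atherogenic replicate 1 or 2 (adjusted p = 0.053 to 0.15) or with quantile normalization again, a trend and robust prior or a fit of the diet and control arrays alone.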

Overall, these mRNA changes suggest that toll-like receptor signaling pathways are up-regulated by an atherogenic diet.

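Over the 30 detected toll-like receptor signaling genes, the median log2 fold change on the atherogenic diet was 0.10, and camera gave adjusted p = 0.19, and adjusted p = 0.74 with an estimated correlation (n = 3 mice per diet). The Kupffer cell markers had a median of 1.02 on this diet and -0.78 on the Western diet. Against the Western diet, Icam1, a target of NF-κB, was at least 1.13-fold higher (adjusted p = 8.2e-04). Icam1 on the atherogenic against the Western diet kept no bound without atherogenic replicate 2, as the mean of the remaining atherogenic arrays lay below the detection level. The toll-like receptor signaling list on the atherogenic diet had adjusted p = 0.036 by fry and adjusted p = 0.0012 by camera on all genes with no filter. From Lbp and Myd88, the paper proposes that toll-like receptor signaling is raised by the atherogenic diet.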

**Figure 9:**
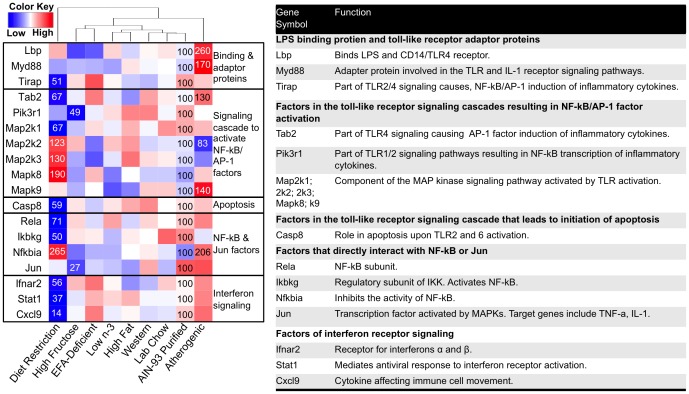
One-way hierarchical cluster map of toll-like receptor signaling genes that changed significantly by at least one diet. mRNA expression of genes that were statistically different from those in mice fed the AIN-93 purified control diet have the percent indicated within the heatmap square (control = 100%).

**Figure 10:**
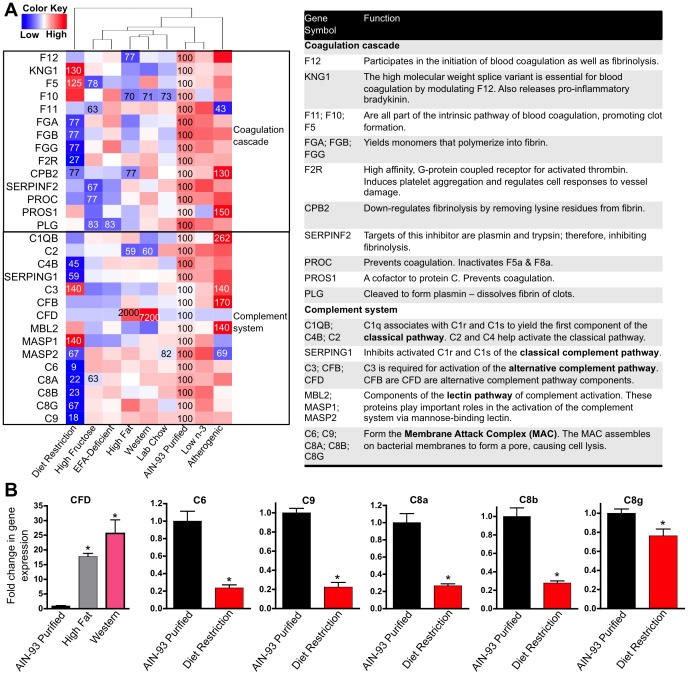
Effect of diet on the expression of complement and coagulation cascade genes. **A** One-way hierarchical cluster map of complement and coagulation cascade genes that changed significantly by at least one diet. mRNA expression of genes that were statistically different from those in mice fed the AIN-93 purified control diet have the percent indicated within the heatmap square (control = 100%). **B** RT-qPCR results validating the microarray results of CFD, C6, C9, C8a, C8b, and C8g. Data statistically significant from control are denoted with an asterisk (*).

**Figure 11:**
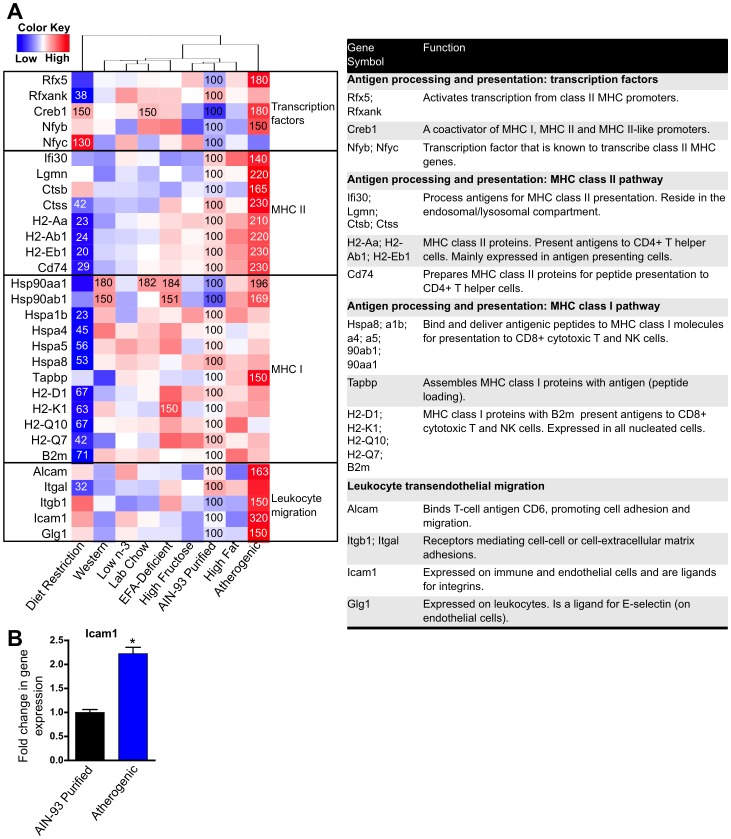
Effect of diet on the expression of antigen processing and presentation, and leukocyte transendothelial migration genes. **A** One-way hierarchical cluster map of antigen processing and presentation and leukocyte transendothelial migration genes that changed significantly by at least one diet. mRNA expression of genes that were statistically different from those in mice fed the AIN-93 purified control diet have the percent indicated within the heatmap square (control = 100%). **B** RT-qPCR results validating the microarray result of Icam1. Data statistically significant from control are denoted with an asterisk (*).

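Complement genes were lower under diet restriction, 13 of 25 detected with 0 higher (0 higher and 18 lower when adjusted over the list alone, n = 3 mice per diet), with adjusted p = 8.7e-08 by camera, and adjusted p = 0.21 with an estimated correlation. Of 20 coagulation genes, 4 were lower and 0 higher (3 higher and 8 lower when adjusted over the list alone), with adjusted p = 0.31 by camera, and adjusted p = 0.89 with an estimated correlation, and the thrombin receptor gene F2r was 26.9% of control (95% confidence interval 18.9 to 38.2, adjusted p = 1.8e-05). On the high-fructose diet 6 coagulation genes were lower and 0 higher (0 higher and 9 lower when adjusted over the list alone), at 61.3% to 84.8% of control, with adjusted p = 9.7e-05 by camera, and adjusted p = 0.34 with an estimated correlation. On the atherogenic diet 5 complement genes were higher and 1 lower (6 higher and 1 lower when adjusted over the list alone), with Cfb of the alternative pathway at 172% of control (95% confidence interval 139 to 213, adjusted p = 0.0014) and Mbl2 of the lectin pathway at 146% (adjusted p = 0.0089). F11, a coagulation factor, was 43.6% of control (95% confidence interval 32.5 to 58.6, adjusted p = 4.9e-04) on this diet. C1qa, C1qb and C1qc, made by macrophages, were 447% (adjusted p = 5.6e-04), 477% (adjusted p = 1.9e-04) and at least 3.34-fold higher (adjusted p = 5.1e-04) on the atherogenic against the Western diet. The count of coagulation cascade genes called in either direction under diet restriction was 8 with Dunnett's test as in the methods and 8 with p adjusted within each diet, and the count of coagulation cascade genes lower under diet restriction was 1 without control replicate 3 and 1 without diet restriction replicate 3. The coagulation cascade list under diet restriction had adjusted p = 0.035 by camera on all genes with no filter, and the count of coagulation cascade genes lower on the high-fructose diet was 0 with p adjusted within each diet, 0 without high-fructose replicate 1, 2 without high-fructose replicate 3, 2 without control replicate 1 and 1 without control replicate 3. The count of complement system genes higher on the atherogenic diet was 3 without control replicate 1 and 3 without atherogenic replicate 1.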

The mRNA of 29 genes of the KEGG complement and coagulation cascade gene list were significantly changed by at least one diet, with diet restriction affecting the most number of these genes (**Figure 10**). 

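C6 was 9.03% of control (95% confidence interval 5.95 to 13.7, adjusted p = 4.0e-08) under diet restriction, with n = 3 mice per diet, and C9 was 18.2% of control (95% confidence interval 14.8 to 22.3, adjusted p = 1.2e-10). The chains of C8 gave 22.4% of control (95% confidence interval 17.6 to 28.4, adjusted p = 1.2e-08) for C8a, 23.2% of control (95% confidence interval 16.3 to 33.1, adjusted p = 5.1e-06) for C8b and 65.1% of control (95% confidence interval 57.7 to 73.5, adjusted p = 3.5e-05) for C8g. On the high-fructose diet C8a was 64.2% of control (95% confidence interval 50.6 to 81.6, adjusted p = 0.016). C8a on the high-fructose diet no longer passed the test without high-fructose replicate 3 or control replicate 1 or 3 (adjusted p = 0.060 to 0.082) or with p adjusted within each diet or a fit of the diet and control arrays alone.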

Diet restriction had the largest effect on the expression of complement genes involved in the formation of the membrane attack complex (forms a pore on bacterial membranes) including C6 (9% of control), C9 (18% of control), C8A (22% of control), C8B (23% of control), and C8G (67% of control). Interestingly, the Western diet and high-fat diet markedly induced the alternate complement pathway component CFD by 7,200% and 2,000%, respectively. 

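On the high-fat diet, 1 of 25 detected complement genes was higher and 3 were lower (1 higher and 4 lower when adjusted over the list alone, n = 3 mice per diet), with adjusted p = 0.16 by camera, and adjusted p = 0.86 with an estimated correlation. The gene that was higher is Cd59a, an inhibitor of the membrane attack complex, at 135.5% of control (95% confidence interval 117 to 157, adjusted p = 0.0077). On the Western diet 1 was higher and 1 lower (1 higher and 5 lower when adjusted over the list alone), with a list test towards lower values, adjusted p = 0.039 by camera, and adjusted p = 0.75 with an estimated correlation. The gene that was higher is again Cd59a, at 148% of control (95% confidence interval 128 to 172, adjusted p = 7.7e-04). Cfd is not analysed here and is in none of these counts. Against lab chow, 14 were lower and 0 higher under diet restriction (0 higher and 14 lower when adjusted over the list alone), with adjusted p = 1.7e-05 by camera, and adjusted p = 0.24 with an estimated correlation, and C6 was 12.6% of the lab chow value (95% confidence interval 8.29 to 19.1, adjusted p = 7.8e-08). Clec4f, a marker of Kupffer cells, was 33.2% of control (95% confidence interval 21.3 to 51.6, adjusted p = 0.0016) under diet restriction. Of 13 detected Kupffer cell markers, 2 were called under diet restriction, at 30.5% and 33.2% of control. The median absolute log2 fold change of these markers was 0.95. Cd59a on the Western diet no longer passed the test with a fit of the diet and control arrays alone. The count of complement system genes lower on the high-fat diet was 0 without control replicate 1, 1 without control replicate 3, 0 without high-fat replicate 2 and 0 without high-fat replicate 3, and the complement system list on the high-fat diet had adjusted p = 0.025 by camera on all genes with no filter and adjusted p = 0.038 without high-fat replicate 1. The count of complement system genes called in either direction on the Western diet was 5 without Western replicate 1, 1 without Western replicate 2, 1 without Western replicate 3, 1 without control replicate 1 and 1 without control replicate 3, and the complement system list on the Western diet had adjusted p = 0.14 by fry, adjusted p = 0.086 without Western replicate 2, adjusted p = 0.069 without control replicate 1 and adjusted p = 0.13 without control replicate 3.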

Overall, these mRNA expression changes suggest that pathways of the complement system are down-regulated by diet restriction, but up-regulated by the high fat diets.

Changes in dietary composition affected the expression of 25 KEGG antigen processing and presentation genes and 5 genes involved in leukocyte transendothelial migration (**Figure 11**). 

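Under diet restriction, 11 of 19 detected genes of MHC class I presentation were lower and 1 higher (1 higher and 12 lower when adjusted over the list alone, n = 3 mice per diet), with adjusted p = 0.0018 by camera, and adjusted p = 0.41 with an estimated correlation. Psmb9, an immunoproteasome subunit, and Tap1, the peptide transporter, were at least 2.22-fold lower (adjusted p = 5.8e-04) and at least 1.41-fold lower (adjusted p = 0.0034). Of 25 interferon response genes, 20 were lower and 0 higher (0 higher and 23 lower when adjusted over the list alone), with adjusted p = 1.0e-10 by camera, and adjusted p = 0.30 with an estimated correlation. H2-Eb1, of MHC class II, was at least 1.43-fold lower (adjusted p = 0.0042), and the macrophage marker Mpeg1 was 30.5% of control (95% confidence interval 17.9 to 51.8, adjusted p = 0.0041). On the atherogenic diet 5 of 14 class II genes were higher and 0 lower (11 higher and 0 lower when adjusted over the list alone), with adjusted p = 1.0e-03 by camera, and adjusted p = 0.29 with an estimated correlation, and the protease gene Ctsb was 160.2% of control (95% confidence interval 139 to 185, adjusted p = 9.6e-05). The Kupffer cell markers moved with them on this diet, 5 of 13 higher and 0 lower (10 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 1.02, adjusted p = 2.9e-04 by camera, and adjusted p = 0.62 with an estimated correlation. The count of MHC class I presentation genes lower under diet restriction was 7 without control replicate 3, and the count of MHC class II presentation genes higher on the atherogenic diet was 3 without control replicate 2, 3 without control replicate 3 and 2 without atherogenic replicate 1. The count of Kupffer cell marker genes higher on the atherogenic diet was 2 without control replicate 1, 3 without control replicate 2 and 2 without atherogenic replicate 1.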

Four of the five leukocyte transendothelial migration genes had increased mRNA expression by the atherogenic diet including the following genes that all promote leukocyte binding to endothelial cells: Icam1 (320% of control, known marker of inflammation), Alcam (163% of control), Glg1 (150% of control), and Itgb1 (150% of control). These data suggest that an atherogenic diet may promote leukocyte transendothelial migration.

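Icam1, which leukocytes bind on endothelium, had a fitted value of 316% of control on the atherogenic diet (95% confidence interval 171 to 584, n = 3 mice per diet, adjusted p = 0.015). Every control array lay below the detection level, so that the bound is at least 1.13-fold. Alcam was 152% of control (95% confidence interval 117 to 197, adjusted p = 0.038), and against the Western diet 166% of the Western value (95% confidence interval 128 to 215, adjusted p = 0.0070). Glg1 and Itgb1 were 121% of control (95% confidence interval 104 to 141, adjusted p = 0.10) and 123% of control (95% confidence interval 99.5 to 152, adjusted p = 0.23), which did not pass the test. Icam1 on the atherogenic diet no longer passed the test without control replicate 1 or 2 or atherogenic replicate 2 (adjusted p = 0.053 to 0.076). Alcam on the atherogenic diet no longer passed the test without control replicate 2 or 3 or atherogenic replicate 1 or 3 (adjusted p = 0.083 to 0.22) or with all probes of the gene averaged or a fit of the diet and control arrays alone.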

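Of 25 detected leukocyte adhesion and migration genes, 7 were higher and 0 lower on the atherogenic diet (10 higher and 0 lower when adjusted over the list alone, n = 3 mice per diet), with adjusted p = 0.040 by camera, and adjusted p = 0.62 with an estimated correlation. Against the Western diet 12 were higher and 1 lower (13 higher and 3 lower when adjusted over the list alone). Vcam1, an adhesion molecule of endothelium and Kupffer cells, was at least 1.89-fold higher (adjusted p = 5.6e-04) and Cyba, a phagocyte oxidase subunit, at least 2.43-fold higher (adjusted p = 1.1e-04). The Kupffer cell markers had a median log2 fold change of 2.03 in this comparison, and the markers of sinusoidal endothelium -0.30. The count of leukocyte adhesion and migration genes higher on the atherogenic diet was 4 with all probes of the gene averaged, 4 without control replicate 1, 4 without control replicate 2, 4 without control replicate 3, 2 without atherogenic replicate 1 and 4 without atherogenic replicate 3. The leukocyte adhesion and migration list on the atherogenic diet had adjusted p = 0.051 without control replicate 1, adjusted p = 0.12 without control replicate 2 and adjusted p = 0.092 without atherogenic replicate 1. From Icam1, Alcam, Glg1 and Itgb1, the paper proposes that the atherogenic diet favors migration of leukocytes through endothelium.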

### Relationships between Diets

Throughout the pathways evaluated in this study, the high-fructose diet and the EFA-deficient diet often clustered together having similar effects on gene expression. These observations were interesting as the EFA-deficient diet was also similar in composition to the low n-3 diet. 

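Adgrv1, an adhesion receptor, was at least 1.41-fold lower (adjusted p = 3.8e-05) on the high-fructose and at least 1.41-fold lower (adjusted p = 9.9e-06) on the EFA-deficient diet than on control (n = 3 mice per diet). On the low n-3 diet it was at least 1.41-fold lower too (adjusted p = 0.0031). Across 6478 detected genes, which are not independent, the covariance of the log2 fold changes of the high-fructose and EFA-deficient diets was 0.0570. Between the high-fructose and low n-3 diets it was 0.0264, and between the EFA-deficient and low n-3 diets 0.00472. In 100 simulations of diets that share only the noise of the control arrays, the highest values for these pairs were 0.0271, 0.0256 and 0.0250, in this order. The simulated mean was 0.0213 for each pair, and the value of the EFA-deficient and low n-3 diets lay below it. Noise was simulated for each gene separately, so the simulated range may be too narrow for genes that vary together. Compared directly in limma, 364 probes differed between the high-fructose and EFA-deficient diets, 145 between the high-fructose and low n-3 diets and 1296 between the EFA-deficient and low n-3 diets. Adgrv1 on the high-fructose diet and Adgrv1 on the EFA-deficient diet no longer passed the test with a fit of the diet and control arrays alone. Adgrv1 on the low n-3 diet no longer passed it with that fit or with p adjusted within each diet.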

To determine the degree of similarity between these diets, Venn diagrams were created (**Figures 12**) to analyze all 3,734 genes that changed significantly by at least one diet. Comparing the high-fructose, EFA-deficient and low n-3 diets, for both increased and decreased genes, the EFA-deficient diet had more in common with the high-fructose diet than the low n-3 diet. (**Figure 12**). These data suggest that the driving force regulating gene expression by these diets is most likely sugar content, not deficiency in essential fatty acids.

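The high-fructose and EFA-deficient diets shared 21 higher and 47 lower genes, with n = 3 mice per diet. The EFA-deficient and low n-3 diets shared 4 higher and 4 lower genes, and the high-fructose and low n-3 diets 3 and 6. Among genes called on both the high-fructose and EFA-deficient diets, Apoa4 and Apoc2 were higher and Adgrv1 was lower. Adgrv1 was called lower on the low n-3 diet too (adjusted p = 0.0031 in limma). Diets that share only the control's noise, with the same numbers of called genes, shared on average 19.1 higher and 31.3 lower genes in simulations, and at most 28 and 46. For the EFA-deficient and low n-3 diets the simulated means were 7.43 and 11.6, and for the high-fructose and low n-3 diets 3.82 and 12.95, above the numbers found for both pairs. These means refer to calls on gene values. They come from noise drawn for each gene separately, so the simulated highest counts may be too low. Counted as genes with a called probe on both diets, a count chosen after seeing the data, the high-fructose and EFA-deficient diets shared 35 higher and 50 lower. By that count the EFA-deficient and low n-3 diets shared 17 and 8, and the high-fructose and low n-3 diets 13 and 11. Without 1 array, genes higher on both the high-fructose and EFA-deficient diets numbered 13 without high-fructose replicate 1, 12 without high-fructose replicate 3 and 13 without EFA-deficient replicate 2. Genes lower on both numbered 29 without high-fructose replicate 1, 26 without high-fructose replicate 3, 27 without control replicate 1, 24 without control replicate 2, 28 without control replicate 3 and 25 without EFA-deficient replicate 2. For the EFA-deficient and low n-3 diets, shared higher genes numbered 12 without control replicate 1, 2 without control replicate 2, 7 without control replicate 3, 7 without low n-3 replicate 3, 1 without EFA-deficient replicate 1 and 1 without EFA-deficient replicate 2, and shared lower genes 7 without control replicate 1, 7 without control replicate 2, 8 without low n-3 replicate 1, 2 without low n-3 replicate 3 and 2 without EFA-deficient replicate 2. For the high-fructose and low n-3 diets, shared higher genes numbered 6 without control replicate 2, and shared lower genes 17 without control replicate 2, 10 without low n-3 replicate 1 and 2 without low n-3 replicate 3. With p adjusted within each diet, 3 and 12 were shared by the high-fructose and EFA-deficient diets, and 0 by either of them and the low n-3 diet, on which 1132 probes passed an unadjusted p of 0.05 in limma.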

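Crot, a peroxisomal carnitine acyltransferase, was 59.0% of control (95% confidence interval 45.7 to 76.1, adjusted p = 0.0075) on the high-fructose diet (n = 3 mice per diet). The EFA-deficient diet holds 660.3 g sucrose per kg, the low n-3 diet 117.1 g and the AIN-93 purified diet 107 g, and the high-fructose diet 600 g fructose. Crot on the high-fructose diet no longer passed the test with a fit of the diet and control arrays alone. From the larger overlap of the high-fructose with the EFA-deficient diet, the paper proposes that sugar content, and not a lack of essential fatty acids, drives these changes.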

**Figure 12:**
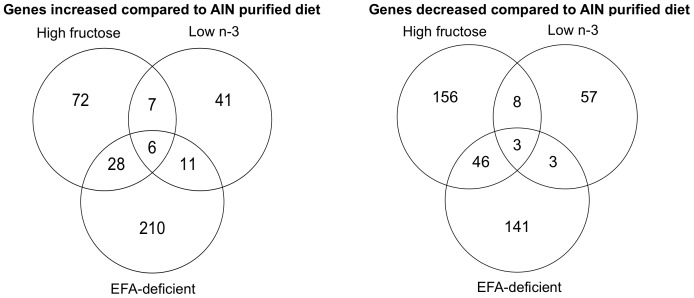
Venn diagrams of genes increased or decreased in livers of mice fed a high-fructose, low n-3, or EFA-deficient diet.

## Discussion

The liver plays an important role in maintaining nutrient homeostasis by buffering the daily flux of sustenance between meals. However, it is believed that chronic consumption of a Western-type diet (high in sugar, fat, and overall calories) can disrupt the liver’s ability to maintain nutrient homeostasis, thereby leading to steatosis and the metabolic syndrome. Our understanding of the causal relationship between diet and hepatic metabolic homeostasis is limited. In order to gain a better understanding of the early effects of diet on hepatic molecular pathways involved in diet-induced liver dysfunction, we compared the effects of various diets on overall hepatic gene expression.

Diet restriction and the atherogenic diet were associated with very different gene expression patterns compared to the other diets evaluated in this study, and to each other. Of the 9 diets assessed, diet restriction is the only one known to alleviate fat accumulation in the liver [35]. This may explain why diet restriction was associated with markedly different hepatic gene expression patterns in comparison to the other evaluated diets. It was interesting that the atherogenic diet caused changes in gene expression that were quite different from those associated with a Western diet. These two diets were very similar in macronutrient content, except for the inclusion of CA and a much higher cholesterol concentration in the atherogenic diet. The inclusion of CA in an experimental atherogenic diet is necessary to produce atherosclerosis, but also exacerbates fatty liver development and suppresses bile acid synthetic genes, resulting in cholesterol accumulation in the liver [36], [37], [38]. Therefore, the inclusion of CA may explain why the atherogenic diet caused marked changes to hepatic gene expression in comparison to the other diets evaluated in this study.

The present data demonstrate for the first time that mice on a high fructose-containing diet have decreased hepatic Cyp7a1 mRNA and protein (rate limiting step of cholesterol metabolism into bile acids). A recent study showed that a single oral gavage of glucose to fasted mice markedly induced the mRNA of Cyp7a1 in liver [39], which is likely a normal, nutrient-driven response. Our data suggest that chronic, high-fructose consumption alters this normal response, leading to increased hepatic cholesterol accumulation. Cholesterol metabolism may play a role in the development of NAFLD. For example, in steatotic livers, cholesterol biosynthesis is still activated despite a cholesterol overload in hepatocytes, indicating that cholesterol metabolism is dysregulated [40], [41]. Additionally, in mice, dietary cholesterol exacerbates hepatic steatosis [42]. Therefore, suppression of Cyp7a1 leading to hepatic cholesterol accumulation may be a novel mechanism of high-fructose diet-induced fatty liver.

Diet restriction was associated with decreased expression of a number of fatty acid synthesis genes. Of interest was the robust down-regulation of Elovl3. Elovl3 is implicated in diet-induced obesity [43]. Ablation of Elovl3 in mice causes resistance to diet-induced obesity, and reduces hepatic lipogenic gene expression and triglyceride content. The results from the present study support a role for Elovl3 in diet-induced obesity.

ABC transporters are a family of proteins known to regulate lipid transport. One of our study’s novel findings is the increased expression of Abcb1a (Mdr1a; P-gp) in both the atherogenic diet and diet restriction. The function of Abcb1a in liver cells is to efflux drugs and other xenobiotics into bile; although an endogenous function for this transporter is not known. Abcb1a may have a role in cholesterol metabolism, because Abcb1a/b null mice have elevated fecal cholesterol concentrations [44]. Abcb1a/b may act as a cholesterol “dock” which facilitates the transfer of cholesterol from canalicular bile back into hepatocytes, counterbalancing Abcg5/8-mediated cholesterol efflux [45]. Thus, Abcb1a/b-mediated cholesterol uptake from bile may act to prevent excess loss of cholesterol. The present observation that diet restriction induces Abcb1a is supportive of this hypothesis. However, Abcb1a mRNA was also increased in the atherogenic diet. In this instance, elevated Abcb1a may contribute to pathological cholesterol accumulation in the liver.

An important finding from our study was that the composition of the animal diet, including the use of natural versus purified ingredients, can markedly affect hepatic gene expression. An example of this is Fabp5, which was decreased in high-fat containing diets, diet restriction, and the natural ingredient diet (Lab Chow). These results contradict the findings of another study, which found that mice fed a Western diet caused increased hepatic Fabp5 expression [46]. One possible explanation for the discrepancy between these two studies is the use of natural versus purified ingredients. The control diet used by Hoekstra *et al.* (2006) was made from all natural ingredients, however the Western-type diet was made from purified ingredients. Our study showed a large decrease in Fabp5 expression by the natural ingredient diet (Lab chow) compared to the AIN-93 purified ingredient diet. Therefore, it is plausible that the increase in Fabp5 expression observed in the Hoekstra *et al.* (2006) study is due to comparing a purified diet to a natural ingredient diet. Thus, our study emphasizes diet composition as an important consideration in the design of experiments using laboratory animals.

Diet restriction caused decreased expression of genes involved in the formation of lipid droplets, and increased expression of genes involved in the dissolution of lipid droplets. Lipid droplets serve as a reservoir of fatty acids and cholesterol esters, which are hydrolyzed by cytosolic lipases when the cellular need arises. Pnpla2 is a triglyceride lipase responsible for hydrolyzing triglycerides from lipid droplets providing free fatty acids and glycerol for cellular use; additionally, mutations in this gene lead to triglyceride accumulation in tissues, including the liver [47]. Interestingly, the present data are the first to show that diet restriction increased expression of Pnpla2– a possible, novel mechanism behind the beneficial effects of diet restriction in alleviating fatty liver. Diet restriction also increased expression of the VLDL receptor (Vldlr), which is surprising as the hepatic induction of this gene during ER stress is associated with the development of steatosis in mice [31]. In severely obese humans, rapid weight loss induced by jejuno-ileal bypass surgery or severe calorie restriction can result in increased fatty infiltration in liver [48]. The present observation that diet restriction can induce Vldlr expression may explain why severe calorie restriction in overweight individuals can worsen fatty liver.

There is a strong association between severity of NASH and degree of oxidative stress [reviewed in: [49]]. The major defense against oxidative stress in the liver is glutathione [reviewed in: [50]]. Both diet restriction and the atherogenic diet increased genes involved in the synthesis of glutathione (GSH) and glutathione-S transferase (Gst). In particular, Gsta2, which is induced during oxidative stress [51], was substantially induced by high-fat diets as well as diet restriction. Although oxidative stress was not measured directly, these results suggest that oxidative stress is present in livers of mice fed the high fat diets and following diet restriction. Our data also suggest that the high fat and Western diets may lead to cellular accumulation of ROS in part by increasing peroxisomal β-oxidation, as a number of genes in this pathway were induced. It was surprising that diet restriction also increased oxidative stress pathways, lending a paradox to the question of whether increased oxidative stress is a causative factor in the pathogenesis of NAFLD. Early calorie restriction causes increased mobilization of lipids from peripheral fat stores to the liver for energy production, simulating a high fat diet. Therefore, it is possible that diet restriction and the high fat diets could cause similar changes in expression of genes involved in oxidative stress response. To the best of our knowledge, this is the first report to identify induction of Gst genes in response to changes in multiple dietary macronutrients, suggesting that Gst enzymes play a major role in maintaining redox balance in the liver following nutrient uptake.

Dietary restriction is associated with extended life span in multiple species, however the mechanisms remain unknown. An emerging notion is the redox-stress hypothesis, which proposes that age-related diseases are caused by a progressive cellular accumulation of pro-oxidants, leading to the consequent disruption of redox-regulated signaling mechanisms (reviewed in [52]. Supporting this hypothesis, many studies report diet restriction to have little effect on mitochondrial ROS production and antioxidative enzyme activity; but an increase in glutathione levels (reviewed in [53]. Although the duration of dietary restriction used in our study is moderate compared to longevity studies, our data lends support to the redox-stress hypothesis of aging because diet restriction increased transcript abundance of genes involved in the synthesis of glutathione.

The hallmark of NAFLD progression to NASH is inflammation. Many proinflammatory genes were induced by the atherogenic diet, which is consistent with other reports [54], [55]. It is known that atherogenic diet-induced hepatic inflammation is partially dependent on toll-like receptor 4 (Tlr4) activation [54]. Tlr4 is a cell surface receptor that detects lipopolysaccharide from gram-negative bacteria, and induces signaling cascades that ultimately induce cytokine production as a component of an inflammatory response. Our study adds additional evidence that an atherogenic diet may elicit a Tlr4 response, as we observed increased levels of LPS binding protein (Lbp) and Myd88, which are both involved in toll-like receptor signaling. It is unknown whether the ligand that activates Tlr4 under atherogenic feeding is an intestinal bacterial translocation product or a component of the diet itself. Further experiments with germ-free mice would help clarify this question.

Our data demonstrate for the first time that diet restriction decreases a number of complement factor genes. The complement system is part of the innate immune response, and act by inducing chemotaxis of inflammatory cells and enhancing their phagocytic capacity. Complement factors are primarily synthesized in the liver. The fact that diet restriction suppressed the expression of several complement factors suggests an overall lower level of inflammation in livers of diet-restricted mice. In line with this, calorie restriction alleviates hepatic inflammation in a mouse model of diet-induced obesity [56], and suppresses auto-antibody formation in a model of immune nephritis [57], [58]. Clearly, diet restriction seems to be protective in inflammation-related pathologies.

It should be noted that, although relative mRNA levels obtained via microarray comparisons are an invaluable resource, discretion must be used when inferring changes at protein levels. Additionally, when animals are fasted or fed, multiple factors impinge upon the metabolic program of the liver. Hormonal changes should also be considered in the disposition of intermediary metabolism, regulating at the levels of both catalytic efficiency and gene expression [59], [60]. Therefore, because feeding conditions affect these hormonal changes, it is important to note that mice in this study were in a “fed” state when tissues were collected.

Currently, there is no effective treatment for steatosis. Lifestyle modifications remain the best therapeutic option. To develop appropriate treatments, knowledge of the cellular and molecular mechanisms leading to hepatic steatosis is essential. By providing a large database of gene expression changes brought about by various diets, our study has provided new insights into steatosis progression and homeostatic regulation of nutrient metabolism. A better understanding of the biochemical and pathological changes that cause diet-induced NAFLD may lead to novel therapies to better manage or treat obesity-associated health conditions.

## Supporting Information

Figure S1 **One-way hierarchical cluster map of mitochondrial β-oxidation genes that changed significantly by at least one diet.** mRNA expression of genes that were statistically different from those in mice fed the AIN-93 purified control diet have the percent indicated within the heatmap square (control = 100%).
(PDF) Click here for additional data file.

Figure S2 **One-way hierarchical cluster map of oxidative phosphorylation enzymes that changed significantly by at least one diet.** mRNA expression of genes that were statistically different from those in mice fed the AIN-93 purified control diet have the percent indicated within the heatmap square (control = 100%).
(PDF) Click here for additional data file.

Figure S3 **One-way hierarchical cluster map of peroxisomal β-oxidation genes that changed significantly by at least one diet.** mRNA expression of genes that were statistically different from those in mice fed the AIN-93 purified control diet have the percent indicated within the heatmap square (control = 100%).
(PDF) Click here for additional data file.

Table S1 **Gene set enrichment analysis (GSEA). List of all functional gene sets correlated with diet that have an FDR<0.25.**
(PDF) Click here for additional data file.

Table S2 **The effect of diet on the rate limiting step or biomarker of key pathways.**
(PDF) Click here for additional data file.

Table S3 **Oligonucleotide primers used for qPCR.**
(PDF) Click here for additional data file.

# Supplementary material for: Effect of Diet on Expression of Genes Involved in Lipid Metabolism, Oxidative Stress, and Inflammation in Mouse Liver–Insights into Mechanisms of Hepatic Steatosis
**Source:** PLoS One. 2014 Feb 14;9(2):e88584. doi: 10.1371/journal.pone.0088584
**Supplement:** Figure S1 — One-way hierarchical cluster map of mitochondrial β-oxidation genes that changed significantly by at least one diet. mRNA expression of genes that were statistically different from those in mice fed the AIN-93 purified control diet have the percent indicated within the heatmap square (control = 100%).

Figure S1

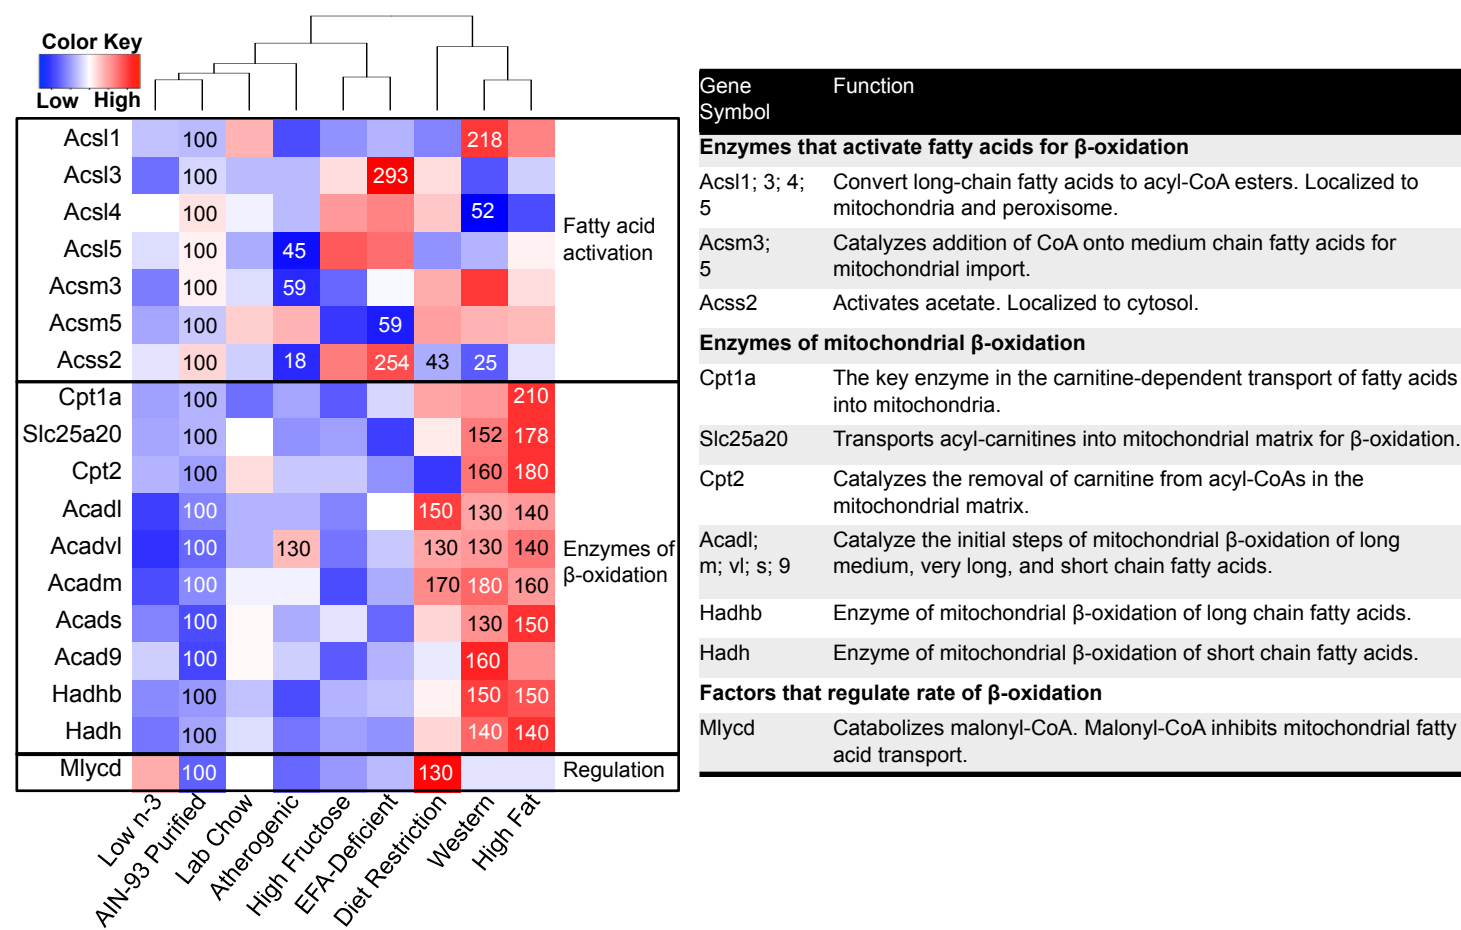

**Figure S1.** One-way hierarchical cluster map of mitochondrial  $\beta$ -oxidation that changed significantly by at least one diet. mRNA expression of genes that were statistically different from those in mice fed the AIN-93 purified control diet have the percent indicated within the heatmap square (control = 100%).

# Supplementary material for: Effect of Diet on Expression of Genes Involved in Lipid Metabolism, Oxidative Stress, and Inflammation in Mouse Liver–Insights into Mechanisms of Hepatic Steatosis
**Source:** PLoS One. 2014 Feb 14;9(2):e88584. doi: 10.1371/journal.pone.0088584
**Supplement:** Figure S2 — One-way hierarchical cluster map of oxidative phosphorylation enzymes that changed significantly by at least one diet. mRNA expression of genes that were statistically different from those in mice fed the AIN-93 purified control diet have the percent indicated within the heatmap square (control = 100%).

## Figure S2

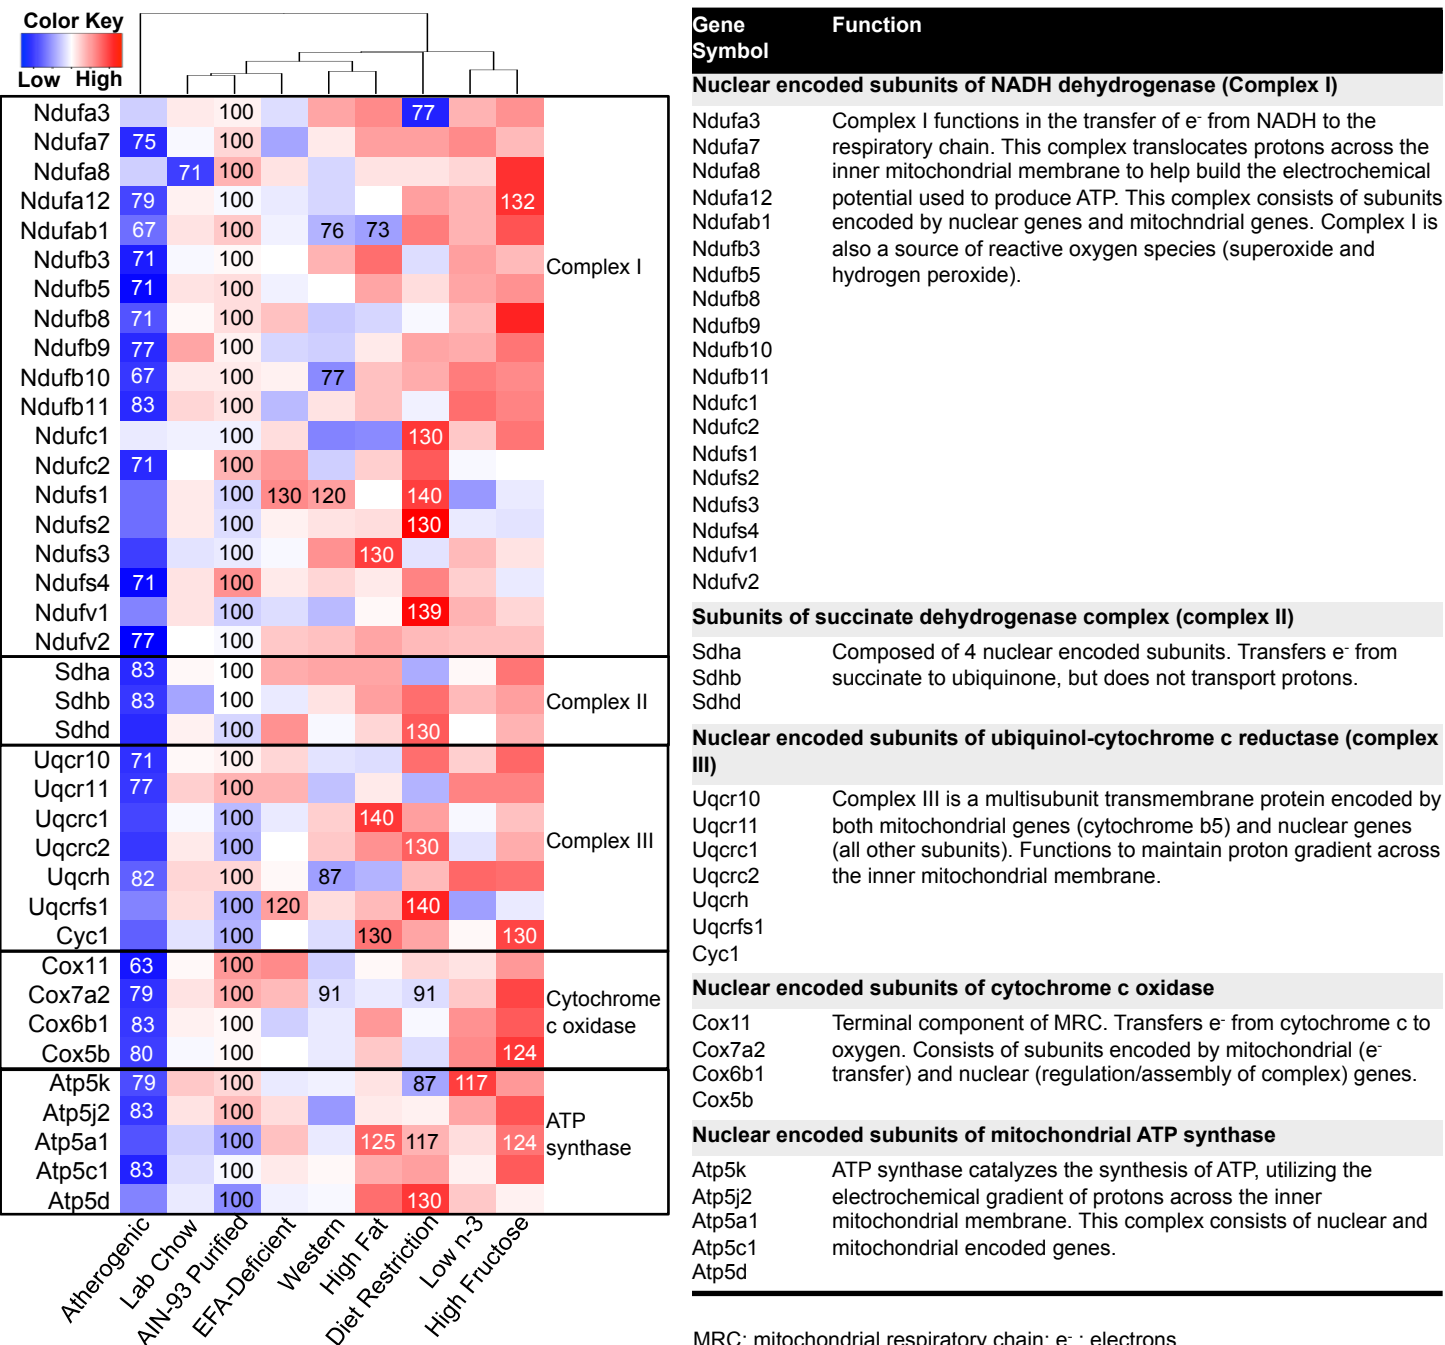

**Figure S2.** One-way hierarchical cluster map of oxidative phosphorylation enzymes that changed significantly by at least one diet. mRNA expression of genes that were statistically different from those in mice fed the AIN-93 purified control diet have the percent indicated within the heatmap square (control = 100%).

# Supplementary material for: Effect of Diet on Expression of Genes Involved in Lipid Metabolism, Oxidative Stress, and Inflammation in Mouse Liver–Insights into Mechanisms of Hepatic Steatosis
**Source:** PLoS One. 2014 Feb 14;9(2):e88584. doi: 10.1371/journal.pone.0088584
**Supplement:** Figure S3 — One-way hierarchical cluster map of peroxisomal β-oxidation genes that changed significantly by at least one diet. mRNA expression of genes that were statistically different from those in mice fed the AIN-93 purified control diet have the percent indicated within the heatmap square (control = 100%).

Figure S3

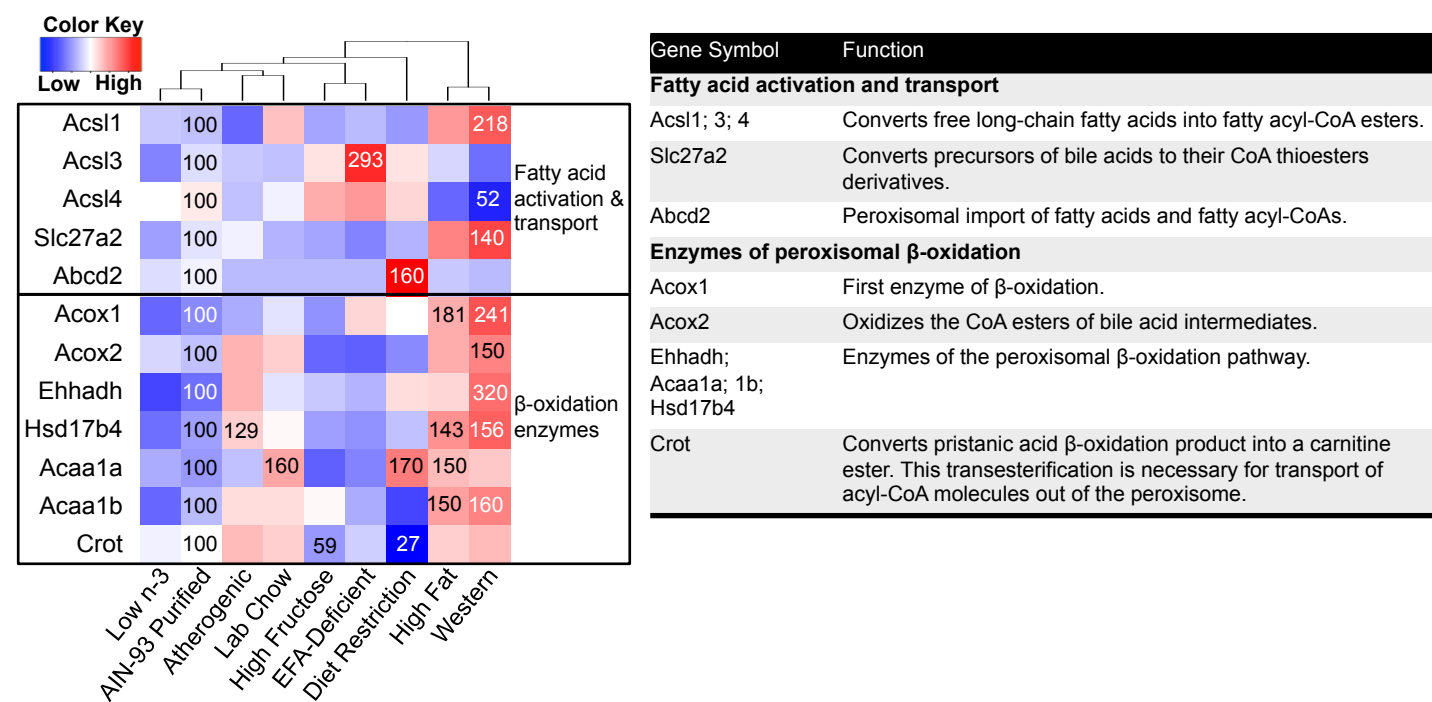

**Figure S3.** One-way hierarchical cluster map of peroxisomal  $\beta$ -oxidation that changed significantly by at least one diet. mRNA expression of genes that were statistically different from those in mice fed the AIN-93 purified control diet have the percent indicated within the heatmap square (control = 100%).

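Figure S3 shows the enzymes that shorten long acyl chains in peroxisomes. Ehhadh, the bifunctional enzyme of the pathway, was 319.7% of control (95% confidence interval 242 to 422, adjusted p = 4.2e-06) on the Western diet, 241% (adjusted p = 1.2e-04) on the atherogenic diet, 211% (adjusted p = 7.4e-04) on the high-fat diet and 203% (adjusted p = 0.0013) under diet restriction (n = 3 mice per diet). Decr2, a dienoyl-CoA reductase, was 291% of control (95% confidence interval 220.0 to 384, adjusted p = 1.3e-05) on the high-fat and 195% (adjusted p = 0.0023) on the Western diet. Of 21 detected genes, 10 were higher and 0 lower on the high-fat diet (14 higher and 0 lower when adjusted over the list alone), with adjusted p = 1.5e-08 by camera, and adjusted p = 0.16 with an estimated correlation. On the Western diet 10 were higher and 0 lower (13 higher and 1 lower when adjusted over the list alone), with adjusted p = 1.2e-09 by camera, and adjusted p = 0.12 with an estimated correlation. Acot3 and Acot4, peroxisomal thioesterases, were at least 9.08-fold higher (adjusted p = 1.1e-10) and at least 1.33-fold higher (adjusted p = 9.7e-07) under diet restriction. The count of peroxisomal β-oxidation genes higher on the high-fat diet was 5 without control replicate 1 and 6 without control replicate 3. The count of peroxisomal β-oxidation genes higher on the Western diet was 6 without Western replicate 2, 5 without control replicate 1 and 4 without control replicate 3.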

# Supplementary material for: Effect of Diet on Expression of Genes Involved in Lipid Metabolism, Oxidative Stress, and Inflammation in Mouse Liver–Insights into Mechanisms of Hepatic Steatosis
**Source:** PLoS One. 2014 Feb 14;9(2):e88584. doi: 10.1371/journal.pone.0088584
**Supplement:** Table S1 — Gene set enrichment analysis (GSEA). List of all functional gene sets correlated with diet that have an FDR<0.25.

Supplemental Table 1. Gene set enrichment analysis (GSEA). List of all functional gene sets correlated with diet that have an FDR<0.25

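Gene set enrichment analysis in general ranks genes by their difference between groups, such as a diet and the control, and asks whether the members of a pathway gather at one end of the ranking. Its normalized enrichment score is positive where members gather among genes higher on the diet, such as glutathione metabolism genes on lab chow, and negative where they gather among lower genes, such as cholesterol biosynthesis genes on the Western and atherogenic diets. The false discovery rate gives the share of such scores that arises by chance. Pathways are KEGG gene sets, while the lists tested here by camera were drawn up from textbook knowledge, so their members differ.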

| Diet          | Gene Sets Enriched with FDR < 25%                     | NES   | NOM p-val | FDR q-val |
|---------------|-------------------------------------------------------|-------|-----------|-----------|
| Lab Chow      | Gene Sets increased                                   |       |           |           |
|               | HSA00480_GLUTATHIONE_METABOLISM                       | 2.57  | 0.000     | 0.000     |
|               | HSA00980_METABOLISM_OF_XENOBIOTICS_BY_CYTOCHROME_P450 | 2.56  | 0.000     | 0.000     |
|               | HSA00380_TRYPTOPHAN_METABOLISM                        | 2.31  | 0.000     | 0.000     |
|               | HSA00280_VALINE_LEUCINE_AND_ISOLEUCINE_DEGRADATION    | 2.09  | 0.000     | 0.002     |
|               | HSA00251_GLUTAMATE_METABOLISM                         | 1.89  | 0.008     | 0.012     |
|               | HSA00350_TYROSINE_METABOLISM                          | 1.77  | 0.005     | 0.032     |
|               | HSA00071_FATTY_ACID_METABOLISM                        | 1.67  | 0.01      | 0.065     |
|               | HSA00340_HISTIDINE_METABOLISM                         | 1.63  | 0.021     | 0.078     |
|               | HSA00252_ALANINE_AND_ASPARTATE_METABOLISM             | 1.56  | 0.027     | 0.108     |
|               | HSA00310_LYSINE_DEGRADATION                           | 1.55  | 0.028     | 0.105     |
|               | Gene Sets Decreased                                   |       |           |           |
|               | HSA04810_REGULATION_OF_ACTIN_CYTOSKELETON             | -1.61 | 0.01      | 0.232     |
|               |                                                       |       |           |           |
| High Fructose | Gene Sets Increased                                   |       |           |           |
|               | HSA00980_METABOLISM_OF_XENOBIOTICS_BY_CYTOCHROME_P450 | 2.12  | 0         | 0.006     |
|               | HSA00010_GLYCOLYSIS_AND_GLUCONEOGENESIS               | 1.96  | 0         | 0.023     |
|               | HSA00190_OXIDATIVE_PHOSPHORYLATION                    | 1.96  | 0         | 0.015     |
|               | HSA00020_CITRATE_CYCLE                                | 1.86  | 0.002     | 0.026     |
|               | HSA04910_INSULIN_SIGNALING_PATHWAY                    | 1.86  | 0         | 0.022     |
|               | HSA00640_PROPANOATE_METABOLISM                        | 1.79  | 0         | 0.032     |
|               | HSA00480_GLUTATHIONE_METABOLISM                       | 1.79  | 0.015     | 0.03      |
|               | HSA00051_FRUCTOSE_AND_MANNOSE_METABOLISM              | 1.67  | 0.024     | 0.067     |
|               | HSA05131_PATHOGENIC_ESCHERICHIA_COLI_INFECTION_EPEC   | 1.65  | 0.025     | 0.07      |
|               | HSA00620_PYRUVATE_METABOLISM                          | 1.64  | 0.016     | 0.069     |
|               | HSA00380_TRYPTOPHAN_METABOLISM                        | 1.61  | 0.011     | 0.078     |
|               | HSA05130_PATHOGENIC_ESCHERICHIA_COLI_INFECTION_EHEC   | 1.61  | 0.016     | 0.072     |
|               | HSA00350_TYROSINE_METABOLISM                          | 1.54  | 0.033     | 0.098     |
|               | HSA00632_BENZOATE_DEGRADATION_VIA_COA_LIGATION        | 1.5   | 0.043     | 0.117     |
|               | HSA04920_ADIPOCYTOKINE_SIGNALING_PATHWAY              | 1.49  | 0.044     | 0.116     |
|               | HSA03320_PPAR_SIGNALING_PATHWAY                       | 1.43  | 0.047     | 0.147     |
|               | HSA00071_FATTY_ACID_METABOLISM                        | 1.42  | 0.072     | 0.15      |
|               | HSA00561_GLYCEROLIPID_METABOLISM                      | 1.39  | 0.093     | 0.166     |
|               | HSA00650_BUTANOATE_METABOLISM                         | 1.35  | 0.091     | 0.19      |
|               | HSA00310_LYSINE_DEGRADATION                           | 1.31  | 0.119     | 0.229     |
|               | Gene Sets Decreased                                   |       |           |           |
|               | HSA04610_COMPLEMENT_AND_COAGULATION_CASCADES          | -1.81 | 0.002     | 0.081     |
|               | HSA01031_GLYCAN_STRUCTURES_BIOSYNTHESIS_2             | -1.77 | 0.003     | 0.061     |
|               | HSA04060_CYTOKINE_CYTOKINE_RECEPTOR_INTERACTION       | -1.67 | 0.012     | 0.128     |
|               | HSA04620_TOLL_LIKE_RECEPTOR_SIGNALING_PATHWAY         | -1.66 | 0.018     | 0.1       |
|               | HSA04210_APOPTOSIS                                    | -1.48 | 0.048     | 0.222     |

Supplemental Table 1. GSEA output. List of all functional gene sets correlated with diet that have an FDR<0.25

Supplemental Table 1. GSEA output. List of all functional gene sets correlated with diet that have an FDR<0.25

| Diet                  | Gene Sets Enriched with FDR < 25%                     | NES   | NOM p-val | FDR q-val |
|-----------------------|-------------------------------------------------------|-------|-----------|-----------|
| High Cholesterol & CA | Gene Sets Increased                                   |       |           |           |
|                       | HSA04612_ANTIGEN_PROCESSING_AND_PRESENTATION          | 2.04  | 0         | 0.003     |
|                       | HSA00980_METABOLISM_OF_XENOBIOTICS_BY_CYTOCHROME_P450 | 2.03  | 0         | 0.001     |
|                       | HSA00480_GLUTATHIONE_METABOLISM                       | 1.96  | 0         | 0.002     |
|                       | HSA02010_ABC_TRANSPORTERS_GENERAL                     | 1.93  | 0         | 0.002     |
|                       | HSA04514_CELL_ADHESION_MOLECULES                      | 1.81  | 0.003     | 0.015     |
|                       | HSA00340_HISTIDINE_METABOLISM                         | 1.69  | 0.011     | 0.048     |
|                       | Gene Sets Decreased                                   |       |           |           |
|                       | HSA00100_BIOSYNTHESIS_OF_STEROIDS                     | -2.74 | 0         | 0         |
|                       | HSA03010_RIBOSOME                                     | -2.43 | 0         | 0         |
|                       | HSA00260_GLYCINE_SERINE_AND_THREONINE_METABOLISM      | -1.72 | 0.017     | 0.09      |
|                       | HSA00190_OXIDATIVE_PHOSPHORYLATION                    | -1.62 | 0.014     | 0.143     |
| EFA Deficient         | Gene Sets Increased                                   |       |           |           |
|                       | HSA00100_BIOSYNTHESIS_OF_STEROIDS                     | 1.97  | 0         | 0.014     |
|                       | HSA00020_CITRATE_CYCLE                                | 1.78  | 0.005     | 0.091     |
|                       | HSA00350_TYROSINE_METABOLISM                          | 1.69  | 0.003     | 0.141     |
|                       | HSA05130_PATHOGENIC_ESCHERICHIA_COLI_INFECTION_EHEC   | 1.65  | 0.02      | 0.156     |
|                       | HSA05131_PATHOGENIC_ESCHERICHIA_COLI_INFECTION_EPEC   | 1.65  | 0.025     | 0.127     |
|                       | HSA00640_PROPANOATE_METABOLISM                        | 1.59  | 0.022     | 0.173     |
|                       | HSA03320_PPAR_SIGNALING_PATHWAY                       | 1.58  | 0.01      | 0.157     |
|                       | HSA00071_FATTY_ACID_METABOLISM                        | 1.55  | 0.018     | 0.171     |
|                       | HSA05215_PROSTATE_CANCER                              | 1.5   | 0.037     | 0.222     |
|                       | Gene Sets Decreased                                   |       |           |           |
|                       | HSA04610_COMPLEMENT_AND_COAGULATION_CASCADES          | -1.94 | 0         | 0.013     |
|                       | HSA03010_RIBOSOME                                     | -1.9  | 0         | 0.01      |
|                       | HSA04060_CYTOKINE_CYTOKINE_RECEPTOR_INTERACTION       | -1.79 | 0.007     | 0.03      |
|                       | HSA01031_GLYCAN_STRUCTURES_BIOSYNTHESIS_2             | -1.78 | 0.002     | 0.025     |
| DHA Deficient         | Gene Sets Increased                                   |       |           |           |
|                       | HSA00980_METABOLISM_OF_XENOBIOTICS_BY_CYTOCHROME_P450 | 2     | 0.003     | 0.019     |
|                       | HSA00190_OXIDATIVE_PHOSPHORYLATION                    | 1.95  | 0.004     | 0.017     |
|                       | HSA00480_GLUTATHIONE_METABOLISM                       | 1.77  | 0.003     | 0.066     |
|                       | HSA05213_ENDOMETRIAL_CANCER                           | 1.66  | 0.015     | 0.115     |
|                       | HSA05215_PROSTATE_CANCER                              | 1.59  | 0.003     | 0.149     |
|                       | HSA00251_GLUTAMATE_METABOLISM                         | 1.56  | 0.026     | 0.15      |
|                       | HSA05130_PATHOGENIC_ESCHERICHIA_COLI_INFECTION_EHEC   | 1.51  | 0.06      | 0.183     |
|                       | HSA05131_PATHOGENIC_ESCHERICHIA_COLI_INFECTION_EPEC   | 1.49  | 0.046     | 0.188     |
|                       | HSA00350_TYROSINE_METABOLISM                          | 1.43  | 0.065     | 0.233     |
|                       | Gene Sets Decreased                                   |       |           |           |
|                       | Non with FDR<25%                                      |       |           |           |

Supplemental Table 1. GSEA output. List of all functional gene sets correlated with diet that have an FDR<0.25

| GS Gene Sets Enriched with FDR < 25% |                                                       |       |           |           |
|--------------------------------------|-------------------------------------------------------|-------|-----------|-----------|
| Diet Restriction                     |                                                       |       |           |           |
| UPREGULATED                          | Gene Set                                              | NES   | NOM p-val | FDR q-val |
|                                      | HSA00980_METABOLISM_OF_XENOBIOTICS_BY_CYTOCHROME_P450 | 2.54  | 0         | 0         |
|                                      | HSA00480_Glutathione_Metabolism                       | 2.31  | 0         | 0         |
|                                      | HSA04920_ADIPOCYTOKINE_SIGNALING_PATHWAY              | 2.13  | 0         | 0.001     |
|                                      | HSA02010_ABC_TRANSPORTERS_GENERAL                     | 1.78  | 0.01      | 0.039     |
|                                      | HSA00280_VALINE_LEUCINE_AND_Isoleucine_Degradation    | 1.64  | 0.012     | 0.109     |
|                                      | HSA00190_OXIDATIVE_PHOSPHORYLATION                    | 1.55  | 0.022     | 0.178     |
|                                      | HSA03010_RIBOSOME                                     | 1.49  | 0.038     | 0.219     |
| Diet Restriction                     |                                                       |       |           |           |
| DOWNREGULATED                        | Gene Set                                              | NES   | NOM p-val | FDR q-val |
|                                      | HSA04060_CYTOKINE_CYTOKINE_RECEPTOR_INTERACTION       | -1.59 | 0.03      | 0.249     |
|                                      | HSA04530_TIGHT_JUNCTION                               | -1.57 | 0.034     | 0.235     |
|                                      | HSA04115_P53_SIGNALING_PATHWAY                        | -1.54 | 0.024     | 0.246     |
|                                      | HSA01031_GLYCAN_STRUCTURES_BIOSYNTHESIS_2             | -1.51 | 0.04      | 0.246     |
|                                      | HSA01030_GLYCAN_STRUCTURES_BIOSYNTHESIS_1             | -1.5  | 0.043     | 0.244     |
|                                      | HSA00100_BIOSYNTHESIS_OF_STEROIDS                     | -1.48 | 0.073     | 0.242     |
|                                      | HSA04670_LEUKOCYTE_TRANSENDOTHELIAL_MIGRATION         | -1.43 | 0.066     | 0.249     |
|                                      | HSA05131_PATHOGENIC_ESCHERICHIA_COLI_INFECTION_EPEC   | -1.42 | 0.074     | 0.247     |

# Supplementary material for: Effect of Diet on Expression of Genes Involved in Lipid Metabolism, Oxidative Stress, and Inflammation in Mouse Liver–Insights into Mechanisms of Hepatic Steatosis
**Source:** PLoS One. 2014 Feb 14;9(2):e88584. doi: 10.1371/journal.pone.0088584
**Supplement:** Table S2 — The effect of diet on the rate limiting step or biomarker of key pathways.

**Table S2.** The effect of diet on the rate limiting step or biomarker of key pathways.

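Table S2 names the enzyme at the rate-limiting step, or a biomarker, of each pathway. Gpx1, the glutathione peroxidase of the cytosol, was 124% of control (95% confidence interval 110.5 to 139, adjusted p = 0.016) on the Western diet, 123% (adjusted p = 0.020) on the high-fat diet and 122% (adjusted p = 0.027) on the atherogenic diet (n = 3 mice per diet). On lab chow it was 119% of control (95% confidence interval 106 to 133, adjusted p = 0.053), which did not pass the test. Gpx1 on the Western diet no longer passed the test without Western replicate 3 or control replicate 2 or 3 (adjusted p = 0.051 to 0.062) or with a fit of the diet and control arrays alone, and Gpx1 on the high-fat diet no longer passed the test without control replicate 2 or 3 or high-fat replicate 1 or 3 (adjusted p = 0.051 to 0.076) or with a fit of the diet and control arrays alone. Gpx1 on the atherogenic diet no longer passed the test without control replicate 2 or 3 or atherogenic replicate 2 (adjusted p = 0.075 to 0.093) or with arrays centred on their medians or a fit of the diet and control arrays alone, and Gpx1 on lab chow passed the test without lab chow replicate 2 (adjusted p = 0.037) or with all probes of the gene averaged, Dunnett's test as in the methods, arrays centred on their medians, quantile normalization again or a trend and robust prior.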

| Pathway                          | Rate limiting | Diet                                                                                     |
|----------------------------------|---------------|------------------------------------------------------------------------------------------|
| Fatty acid biosynthesis          | Acaca         | Increased in:<br>• High Fructose, EFA-Deficient<br>Decreased in:<br>• Lab chow           |
| Mitochondrial $\beta$ -oxidation | Cpt1a         | Increased in:<br>• High Fat                                                              |
| Cholesterol biosynthesis         | Hmgcr         | Decreased in:<br>• Western, Atherogenic, Low n-3                                         |
| Glutathione metabolism           | Gclc          | Increased in:<br>• Western, Atherogenic, Lab chow<br>Decreased in:<br>• Diet restriction |
| Marker of oxidative stress       | Gpx1          | Increased in:<br>• High Fat, Western, Atherogenic, Lab chow                              |
| Peroxisomal $\beta$ -oxidation   | Acox1         | Increased in:<br>• High Fat, Western                                                     |
| Marker of inflammation           | Icam1         | Increased in:<br>• Atherogenic                                                           |

# Supplementary material for: Effect of Diet on Expression of Genes Involved in Lipid Metabolism, Oxidative Stress, and Inflammation in Mouse Liver–Insights into Mechanisms of Hepatic Steatosis
**Source:** PLoS One. 2014 Feb 14;9(2):e88584. doi: 10.1371/journal.pone.0088584
**Supplement:** Table S3 — Oligonucleotide primers used for qPCR.

Table S3. Oligonucleotide primers used for qPCR

| Name   | GenBank Accession No.             | Direction | Primer Sequence                               |
|--------|-----------------------------------|-----------|-----------------------------------------------|
| Abcb1a | NM_011076                         | F<br>R    | GCGACTCCGATACATGGTTT<br>ACCCTGTAGCCCCTTTCACT  |
| Cyp7a1 | NM_007824                         | F<br>R    | ATCCTGGCAAACAGAAATCG<br>GGCCAAGTCTGGTTTCTCTG  |
| Fabp5  | NM_010634.3                       | F<br>R    | CAAAACCGAGAGCACAGTGA<br>CACGATCATCTTCCCATCCT  |
| Elovl3 | NM_007703.2                       | F<br>R    | ATGAACTTTGGCGTCCATTC<br>CTTTCTCCTGCCTCCAGATG  |
| Vldlr  | NM_001161420.1<br>and NM_013703.2 | F<br>R    | TCCTGATTGCGAAGACGGTT<br>GCGCCACAGCTGATTTCACT  |
| CFD    | NM_013459.2                       | F<br>R    | TCGAAGGTGTGGTTACGTGG<br>TCGATCCACATCCGGTAGGA  |
| C6     | NM_016704.2                       | F<br>R    | GTGACAGTGGGCGCTGTATT<br>GGCTTTGTCCTCCCACAGTT  |
| C9     | NM_013485.1                       | F<br>R    | AGGGACTAGGGAGCAAGCAA<br>CCCAGTTGGCGAAGTCAGTC  |
| C8a    | NM_146148.2                       | F<br>R    | GGTGGACTTGGAAGGGTCAA<br>GTGACTGGCTCTTTTCGGGA  |
| C8b    | NM_133882.2                       | F<br>R    | CTGGCAAAGTCGTGTCTCCT<br>ACTCCGTACTGGTCTGCTCT  |
| C8g    | NM_001271777.1                    | F<br>R    | ATTGCATGCATAGGGTTGAGC<br>ATAGGAGCTGGGCATTGTGT |
| Icam1  | NM_010493.2                       | F<br>R    | GTCTCGGAAGGGAGCCAAGTA<br>TATCCGAGCTTCAGAGGCAG |
| Gsta4  | NM_010357                         | F<br>R    | AGTGCAGCGTGCTTTAAGGT<br>GGGCAGAGTGTTTTGTTGT   |

How the deposited data were processed for this re-analysis (not part of the article)

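Liver RNA of 27 male C57BL/6 mice, 3 on each of 9 diets, was measured on Affymetrix Mouse 430 2.0 arrays, with 1 array per mouse. The authors corrected the arrays for background and normalized them with GCRMA, and the deposited values are log2 intensities, which were used as they are. All arrays share the lowest log2 value of 2.29, and the medians of kept probes lay between 8.22 and 8.38. Arrays were grouped by the diet that their labels and the paper's methods name, and for the low n-3 arrays, whose labels also name a DHA supplement, by the description. Probes were paired with genes by the platform's table, and only probes with 1 gene symbol entered gene values. A probe was kept when its mean exceeded log2(100) in at least 1 diet, as in the paper's methods.

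Each diet was compared with the AIN-93 purified diet in limma 3.58.1 (R 4.3.3, data.table 1.17.8) over all arrays, with moderated statistics from a shared prior and p adjusted by Benjamini and Hochberg over all kept probes or genes and 8 diets together, at 0.05. Diet restriction against lab chow and atherogenic against Western were fitted in the same model and adjusted on their own. Gene values are means of kept probes on the log2 scale, given as percent of control with a 95% confidence interval. Gene groups, 39 lists written from textbook knowledge after reading the paper, were tested by camera with a preset correlation of 0.01, and again with an estimated one and by fry. Diets that share the control were compared with 100 simulated pairs that share only control noise, drawn for each gene separately. Genes that vary together can make the simulated range too narrow. Distances, principal components and complete linkage clustering describe arrays and diets without a test. The fit was tested on simulated values with known changes. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

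Genes named in the text are those the paper's results, discussion, Table S2 or Table S3 name in the diets they name, up to 10 genes with the largest increase and 10 with the largest decrease per comparison whose arrays do not overlap, which chance gives for 10% of genes, and up to 4 called members per list and comparison. Values of the paper's genes on diets it does not name were added after their values were seen, and values the paper prints count as seen. Alternatives were p adjusted within each diet, no filter or a filter at log2(200), a fit of 1 diet and control alone, a trend and robust prior, array weights, arrays centred on their medians, quantile normalization again, replicate number as a block, Dunnett's test as in the methods, other ways to average probes, and each array left out in turn. Probes with several symbols or none were left out of gene values.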

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

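Which lists count as outside the paper's text was settled after the list tests were seen, and the tests of scaling and of the amount of food were chosen after the result was seen. In these male mice, genes higher in female liver, on which the paper does not report, had a median log2 fold change of 3.32 under diet restriction and 3.51 against lab chow, or 1.81 and 1.81 with genes below the detection level at their bound, and genes higher in male liver had -1.98, or -1.52, against lab chow (n = 3 mice per diet). The medians of the female-biased list cover the 18 detected of 29 genes on the array. A gene raised by diet restriction alone counts as detected, so the filter tilts these medians upward. Against female or mislabelled mice stand the Y-linked genes, with a mean log2 fold change of -0.11 under diet restriction, and Xist, at 2.29, the lowest value of the table, on every diet restriction array. Scaling between arrays would move both lists alike, and their fitted medians under diet restriction lay 5.12 apart, a gap that rests in part on values below the detection level. With genes at their bound, the medians against lab chow, 1.81 and -1.52, still had opposite signs. As a hypothesis, the amount of food eaten may account for the pattern: the male-biased list had a median of 0.10 on lab chow fed ad libitum, and adjusted p = 0.033 by camera with an estimated correlation when that chow was restricted, within 1.8e-23 to 0.033 over the alternatives. On the atherogenic diet, which was not restricted, 10 of 20 male-biased genes were lower and 0 higher. When adjusted over the list alone, 0 were higher and 11 lower. The list had a median of -0.86 there, with adjusted p = 1.1e-06 by camera, and adjusted p = 0.22 with an estimated correlation. Food intake on that diet is not given, so these values cannot decide whether the amount of food is the sole influence. Feeding time and hours since the last meal were not tested.

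Nrf2 targets, a list that the paper does not name, had a median log2 fold change of 0.59 on lab chow. The list shares members, such as Gsta2, with those of glutathione metabolism and of CAR and PXR targets. Compared directly in limma, which the paper ran for each diet against control, 3670 probes differed between diet restriction and lab chow and 1724 between the atherogenic and the Western diet.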

How the results depend on the processing

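The count of list members without each array in turn and that of genes with a called probe on both diets were alternatives chosen after seeing the data, and the other alternatives were fixed before the data were examined. Of 2170 values of named genes under other settings, 2117 kept their direction and their side of the threshold, 46 no longer passed, 7 passed and 0 changed direction, and of 1302 without 1 array these numbers were 1245, 54, 3 and 0. Part of the 2170 could not change side, which raises the share kept. Means of linear values carried the main p. For diet restriction against lab chow and atherogenic against Western, p adjusted within each diet equals the main p, and Dunnett's test gave no value. Of 188 list tests under other settings, 146 kept both, and without 1 array 272 of 282. The number of genes changed by at least 1 diet stayed within 1.5 times under all 9 settings and without each of the 27 arrays. With replicate number as a block, 2986 probes changed under diet restriction and 165 on the low n-3 diet, and the correlation of residuals between arrays of the same number was 0.0311 on average. Values at the shared lowest value carry no difference, and folds against groups below the detection level are bounds. The p-values printed beside these bounds do not test them. In fully simulated values of 6478 genes, 100 were changed 2-fold and another 100 4-fold between the Western diet and control. The fit called 84 of the former and 95 of the latter. These values had no shared lowest value and no genes that vary together, so recovery on the real arrays may differ.

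With p adjusted within each diet, changed probes numbered 218 on lab chow, 40 on the high-fructose diet, 269 on the EFA-deficient diet and 0 on the low n-3 diet, where 1132 passed an unadjusted p of 0.05 in limma. With no filter on low signal, they numbered 241 on the high-fructose diet, 706 on the high-fat diet, 658 on the Western diet and 329 on the EFA-deficient diet. A fit of the arrays of 1 diet and control alone, with fewer arrays behind the spread, gave 75 on lab chow, 0 on the high-fructose diet, 645 on the high-fat diet, 143 on the Western diet, 858 on the atherogenic diet, 2 on the EFA-deficient diet and 0 on the low n-3 diet, and 578 for the atherogenic against the Western diet. At an unadjusted p of 0.05 in limma, this fit gave 1663 on the high-fructose and 999 on the low n-3 diet. With arrays weighted in limma there were 1262 on lab chow, 892 on the high-fructose diet, 2291 on the high-fat diet, 1844 on the Western diet, 2761 on the atherogenic diet, 935 on the EFA-deficient diet and 448 on the low n-3 diet. With a correlation estimated for each list, the adjusted p of lists that no longer passed was 0.41 for MHC class I presentation under diet restriction, 0.29 for MHC class II presentation on the atherogenic diet, 0.063 for Nrf2 targets on the atherogenic diet, 0.25 for Nrf2 targets under diet restriction, 0.22 for Nrf2 targets on the high-fat diet, 0.21 for Nrf2 targets on the Western diet and 0.30 for PPARα targets on the high-fat diet. That setting also gave 0.30 for PPARα targets on the Western diet, 0.42 for acute phase response in the atherogenic against the Western diet, 0.62 for Kupffer cell markers on the atherogenic diet, 0.16 for Kupffer cell markers in the atherogenic against the Western diet, 0.63 for Kupffer cell markers on the Western diet, 0.62 for cholesterol biosynthesis under diet restriction and 0.30 for cholesterol biosynthesis on the EFA-deficient diet. It gave further 0.40 for cholesterol biosynthesis on the high-fat diet, 0.24 for clock genes in diet restriction against lab chow, 0.34 for coagulation cascade on the high-fructose diet, 0.21 for complement system under diet restriction, 0.24 for complement system in diet restriction against lab chow, 0.75 for complement system on the Western diet and 0.24 for fasting and gluconeogenesis in diet restriction against lab chow. Next were 0.30 for fatty acid synthesis under diet restriction, 0.42 for glutathione metabolism under diet restriction, 0.23 for glutathione metabolism on the high-fat diet, 0.33 for interferon response in the atherogenic against the Western diet, 0.30 for interferon response under diet restriction, 0.62 for leukocyte adhesion and migration on the atherogenic diet and 0.22 for male-biased genes on the atherogenic diet. The remaining values were 0.088 for male-biased genes under diet restriction, 0.088 for mitochondrial β-oxidation on the high-fat diet, 0.088 for mitochondrial β-oxidation on the Western diet, 0.22 for oxidative phosphorylation on the atherogenic diet, 0.21 for oxidative phosphorylation on the high-fructose diet, 0.16 for peroxisomal β-oxidation on the high-fat diet and 0.12 for peroxisomal β-oxidation on the Western diet. By fry, which tests a list without other genes, the adjusted p was 0.11 for Kupffer cell markers on the Western diet, 0.14 for complement system on the Western diet, 0.014 for glutathione metabolism on the atherogenic diet and 0.036 for toll-like receptor signaling on the atherogenic diet, and by camera on all genes with no filter 0.035 for coagulation cascade under diet restriction, 0.025 for complement system on the high-fat diet and 0.0012 for toll-like receptor signaling on the atherogenic diet. Members called numbered 8 for coagulation cascade under diet restriction, 0 for coagulation cascade on the high-fructose diet, 2 for fatty acid synthesis on the EFA-deficient diet, 1 for fatty acid synthesis on the high-fructose diet, 3 for oxidative phosphorylation on the high-fructose diet and 1 for toll-like receptor signaling on the high-fructose diet with p adjusted within each diet. They numbered 8 for coagulation cascade under diet restriction, 16 for oxidative phosphorylation on the high-fructose diet and 5 for toll-like receptor signaling on the atherogenic diet with Dunnett's test as in the methods, and 7 for acute phase response for the atherogenic against the Western diet, 1 for fatty acid synthesis on the high-fructose diet and 4 for leukocyte adhesion and migration on the atherogenic diet with all probes of a gene averaged. With p adjusted within each diet, 11 Kupffer cell markers were changed by at least 1 diet. Genes shared between diets numbered 3 higher on the high-fructose and EFA-deficient diets, 0 higher on the high-fructose and low n-3 diets, 0 higher on the EFA-deficient and low n-3 diets, 12 lower on the high-fructose and EFA-deficient diets, 0 lower on the high-fructose and low n-3 diets and 0 lower on the EFA-deficient and low n-3 diets with p adjusted within each diet. Counted as probes, shared changes numbered 41 higher on the high-fructose and EFA-deficient diets, 11 higher on the high-fructose and low n-3 diets, 15 higher on the EFA-deficient and low n-3 diets and 11 lower on the high-fructose and low n-3 diets, and counted as genes with a called probe on both diets 35 higher on the high-fructose and EFA-deficient diets, 13 higher on the high-fructose and low n-3 diets, 17 higher on the EFA-deficient and low n-3 diets, 11 lower on the high-fructose and low n-3 diets and 8 lower on the EFA-deficient and low n-3 diets. The distance of diet restriction to other diets over that between its arrays was 1.76 over all probes and 1.57 on scaled probes, against 2.23. The distance of lab chow to the Western diet over that to control was above 1 on unscaled values (1.05) and over all detected genes (1.02), and was 0.801 with the correlation distance.

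Leaving out each array in turn, changed probes numbered 256 without lab chow replicate 2 to 445 without lab chow replicate 1 on lab chow, 174 without high-fructose replicate 3 to 469 without high-fructose replicate 2 on the high-fructose diet, 626 without high-fat replicate 2 to 901 without high-fat replicate 3 on the high-fat diet, 633 without control replicate 2 to 1140 without Western replicate 1 on the Western diet, 211 without control replicate 2 to 607 without EFA-deficient replicate 3 on the EFA-deficient diet, 70 without low n-3 replicate 3 to 188 without low n-3 replicate 2 on the low n-3 diet and 1029 without Western replicate 3 to 1834 without Western replicate 1 for the atherogenic against the Western diet. Called list members ranged over 7 without control replicate 3 to 11 without diet restriction replicate 2 for MHC class I presentation under diet restriction, 2 without atherogenic replicate 1 to 7 without atherogenic replicate 2 for MHC class II presentation on the atherogenic diet, 6 without control replicate 3 to 14 without control replicate 2 for PPARα targets on the high-fat diet, 4 without control replicate 1 to 12 without Western replicate 1 for PPARα targets on the Western diet, 2 without atherogenic replicate 2 to 16 without atherogenic replicate 3 for acute phase response for the atherogenic against the Western diet and 2 without control replicate 1 to 4 without control replicate 3 for Kupffer cell markers on the atherogenic diet. Further ranges without 1 array were 4 without control replicate 3 to 11 without diet restriction replicate 2 for cholesterol biosynthesis under diet restriction, 2 without EFA-deficient replicate 2 to 7 without control replicate 3 for cholesterol biosynthesis on the EFA-deficient diet, 5 without control replicate 1 to 10 without control replicate 3 for cholesterol biosynthesis on the high-fat diet, 1 without control replicate 3 to 5 without control replicate 1 for coagulation cascade under diet restriction, 0 without high-fructose replicate 1 to 5 without high-fructose replicate 2 for coagulation cascade on the high-fructose diet and 1 without control replicate 1 to 4 without control replicate 2 for complement system on the high-fat diet. Other lists gave 1 without Western replicate 2 to 5 without Western replicate 1 for complement system on the Western diet, 4 without control replicate 3 to 8 without control replicate 1 for fatty acid synthesis on the atherogenic diet, 5 without control replicate 3 to 13 without control replicate 1 for fatty acid synthesis under diet restriction, 1 without control replicate 1 to 4 without control replicate 3 for fatty acid synthesis on the EFA-deficient diet, 1 without high-fructose replicate 1 to 5 without control replicate 3 for fatty acid synthesis on the high-fructose diet and 4 without Western replicate 2 to 8 without control replicate 1 for fatty acid synthesis on the Western diet. Ranges of the next lists were 8 without control replicate 3 to 12 without control replicate 1 for glutathione metabolism on the high-fat diet, 4 without Western replicate 2 to 7 without Western replicate 1 for glutathione metabolism on the Western diet, 6 without atherogenic replicate 2 to 16 without atherogenic replicate 3 for interferon response for the atherogenic against the Western diet, 2 without atherogenic replicate 1 to 6 without atherogenic replicate 2 for leukocyte adhesion and migration on the atherogenic diet, 4 without control replicate 3 to 6 without control replicate 2 for mitochondrial β-oxidation under diet restriction and 9 without control replicate 1 to 13 without control replicate 2 for mitochondrial β-oxidation on the high-fat diet. The last lists had 7 without control replicate 3 to 14 without Western replicate 1 for mitochondrial β-oxidation on the Western diet, 12 without control replicate 3 to 27 without atherogenic replicate 3 for oxidative phosphorylation on the atherogenic diet, 3 without high-fructose replicate 3 to 7 without high-fructose replicate 2 for oxidative phosphorylation on the high-fructose diet, 5 without control replicate 1 to 10 without control replicate 2 for peroxisomal β-oxidation on the high-fat diet, 4 without control replicate 3 to 10 without control replicate 2 for peroxisomal β-oxidation on the Western diet and 1 without atherogenic replicate 2 to 4 without atherogenic replicate 3 for toll-like receptor signaling on the atherogenic diet. Also varying were 1 without control replicate 1 to 2 without high-fructose replicate 1 for toll-like receptor signaling on the high-fructose diet. Adjusted p by camera without 1 array was 0.038 without high-fat replicate 1 to 0.58 without high-fat replicate 3 for complement system on the high-fat diet, 0.013 without control replicate 2 to 0.13 without control replicate 3 for complement system on the Western diet, 0.030 without control replicate 2 to 0.13 without control replicate 1 for glutathione metabolism on the atherogenic diet, 0.0094 without Western replicate 1 to 0.81 without Western replicate 3 for glutathione metabolism on the Western diet and 0.015 without control replicate 3 to 0.12 without control replicate 2 for leukocyte adhesion and migration on the atherogenic diet. Shared without 1 array were 12 without high-fructose replicate 3 to 27 without control replicate 3 for genes higher on the high-fructose and EFA-deficient diets, 2 without high-fructose replicate 2 to 6 without control replicate 2 for genes higher on the high-fructose and low n-3 diets, 1 without EFA-deficient replicate 1 to 12 without control replicate 1 for genes higher on the EFA-deficient and low n-3 diets, 24 without control replicate 2 to 64 without EFA-deficient replicate 3 for genes lower on the high-fructose and EFA-deficient diets, 2 without low n-3 replicate 3 to 17 without control replicate 2 for genes lower on the high-fructose and low n-3 diets and 2 without low n-3 replicate 3 to 8 without low n-3 replicate 1 for genes lower on the EFA-deficient and low n-3 diets. The distance ratio of diet restriction was 1.92 without diet restriction replicate 3 to 2.71 without diet restriction replicate 1. That of lab chow was 0.911 without control replicate 1 to 1.09 without Western replicate 1, and above 1 with 1.09 without Western replicate 1, 1.01 without Western replicate 3 and 1.01 without lab chow replicate 2. The cause of these changes was not tested.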

Differences from the paper's values

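Of 54 gene values in the paper's text and figures, 0 differed by over 1.5 times, with a largest ratio of 1.42. For Abcd2 under diet restriction they include Fig. 4, while Fig. S3 prints about 160% of control for it, and 1584% was found, with every control array below the detection level, so that the bound is at least 1.41-fold. The 16 bars of Fig. 2 were within a ratio of 1.03. Of the settings compared here, the count of genes with a called probe on both diets was chosen after seeing the values, and the others before the data were examined. For genes higher on both the high-fructose and EFA-deficient diets at an adjusted p under 0.05, with the paper taken as the sum of its printed regions, the paper's count is about 34 in Fig. 12, and 21 were found. The paper's count was within 1.5 times of that with replicate number as a block (23), control replicate 3 left out (27), EFA-deficient replicate 3 left out (26), probes counted in place of genes (41) and genes with a called probe on both diets (35), and not with p adjusted within each diet (3) and each other array left out (12 to 22). Higher on both the high-fructose and low n-3 diets, the paper's count is about 13 in Fig. 12, and 3 were found. The paper's count was within 1.5 times of that with probes counted in place of genes (11) and genes with a called probe on both diets (13), and not with p adjusted within each diet (0), replicate number as a block (3) and each other array left out (2 to 6). Higher on both the EFA-deficient and low n-3 diets, the paper's count is about 17 in Fig. 12, and 4 were found. The paper's count was within 1.5 times of that with control replicate 1 left out (12), probes counted in place of genes (15) and genes with a called probe on both diets (17), and not with p adjusted within each diet (0), replicate number as a block (5) and each other array left out (1 to 7). Lower on both the high-fructose and low n-3 diets, the paper's count is about 11 in Fig. 12, and 6 were found. The paper's count was within 1.5 times of that with high-fructose replicate 2 left out (8), low n-3 replicate 1 left out (10), probes counted in place of genes (11) and genes with a called probe on both diets (11), and not with p adjusted within each diet (0), replicate number as a block (7) and each other array left out (2 to 17). The paper lists no members from which dropped genes could be counted.

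The paper reports Acaca higher on the EFA-deficient diet, where it was 215% of control with adjusted p = 0.22 in limma and passed only without EFA-deficient replicate 3 (adjusted p = 0.0079). Cpt1a is reported higher on the high-fat diet, and was 148% of control with adjusted p = 0.18, under no setting past the test. Cyp7a1 is reported lower on the high-fructose and EFA-deficient diets, with 27.5% (adjusted p = 0.17) and 53.2% (adjusted p = 0.55) found, again past the test under no setting, while on the atherogenic diet it passed. For the high-fructose and atherogenic diets the paper also reports lower Cyp7a1 mRNA by qPCR and lower protein by western blot. The array fit does not test those measurements. Glg1 and Itgb1 are reported higher on the atherogenic diet, with 121% (adjusted p = 0.10) and 123% (adjusted p = 0.23) found and no setting past the test, while Icam1 and Alcam passed. Table S2 reports Gpx1 higher on lab chow, where it was 119% (adjusted p = 0.053) and passed with all probes averaged, Dunnett's test, arrays centred on their medians, quantile normalization again, a trend and robust prior or without lab chow replicate 2. The paper describes lab chow as nearest to the Western diet, and by distance its nearest diet was the low n-3 diet, at 53.1 against 57.4 to the Western diet, while the tree joined it with the Western diet first. As in the paper, the Western diet was the nearest with the correlation distance, at 0.876 against 0.916 to the low n-3 diet, and without low n-3 replicate 1, at 56.8 against 58.0.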

Other observations

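The tests of Kupffer cell markers below and the splits of arrays were chosen after the results were seen. Of 23 detected genes of the circadian clock and its outputs, 14 were higher and 5 lower (16 higher and 5 lower when adjusted over the list alone), with adjusted p = 0.0019 by camera, and adjusted p = 0.24 with an estimated correlation, under diet restriction compared with lab chow (n = 3 mice per diet). The clock output gene Dbp was 1854% of the lab chow value (95% confidence interval 397 to 8658, adjusted p = 0.0039). The lab chow mean of Dbp, a log2 intensity of 6.15, lay below the detection level, so the size of this fold is uncertain. Usp2, a deubiquitinase driven by the clock, was at least 7.54-fold higher (adjusted p = 1.2e-08), and Arntl, a core activator of the clock, at least 1.50-fold lower (adjusted p = 1.6e-06). Of 28 fasting and gluconeogenesis genes, 17 were higher and 2 lower (17 higher and 2 lower when adjusted over the list alone), with adjusted p = 5.7e-04 by camera, and adjusted p = 0.24 with an estimated correlation, in this comparison. Lpin1, a phosphatidate phosphatase, was 1746% of the lab chow value (95% confidence interval 579 to 5265, adjusted p = 2.4e-04), and Igfbp1, which binds insulin-like growth factors, was 945% (adjusted p = 0.0022). The metal-binding metallothionein Mt1 was 4618% (adjusted p = 7.9e-05), and Irgm1, an interferon-induced GTPase, 26.6% (adjusted p = 1.6e-06). Dbp under diet restriction against lab chow was 3095% of the lab chow value without lab chow replicate 1 and 1149% without lab chow replicate 3. Mt1 under diet restriction against lab chow was 2781% of the lab chow value with all probes of the gene averaged.

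Among 24 detected targets of PPARα, a receptor of fatty acids, 14 were higher and 0 lower (18 higher and 1 lower when adjusted over the list alone), with adjusted p = 2.3e-08 by camera, and adjusted p = 0.30 with an estimated correlation, on the high-fat diet. On the Western diet 10 were higher and 0 lower (14 higher and 0 lower when adjusted over the list alone), with adjusted p = 1.1e-08 by camera, and adjusted p = 0.30 with an estimated correlation. Cyp4a14, a fatty acid hydroxylase, was 8794% of control (95% confidence interval 1866 to 41454, adjusted p = 3.6e-04) on the high-fat diet. The control mean of Cyp4a14, a log2 intensity of 6.03, lay below the detection level, so the size of this fold is uncertain. Among 25 interferon response genes, 12 were higher and 0 lower (16 higher and 0 lower when adjusted over the list alone), with adjusted p = 1.0e-06 by camera, and adjusted p = 0.33 with an estimated correlation, on the atherogenic compared with the Western diet, where Ifi27l2a, an interferon-induced gene, was 452% (adjusted p = 2.4e-04) of the Western value. Of 32 acute phase genes, 11 were higher and 0 lower (17 higher and 0 lower when adjusted over the list alone), with adjusted p = 1.2e-05 by camera, and adjusted p = 0.42 with an estimated correlation, in the same comparison, and the serum amyloid gene Saa3 was 1517% of the Western value (95% confidence interval 639 to 3603, adjusted p = 1.2e-04). Cyp4a14 on the high-fat diet was 19081% of control without control replicate 2, 4045% without control replicate 3 and 4465% with means of linear values. Saa3 on the atherogenic against the Western diet was 807% of the Western value without atherogenic replicate 2, 2534% without atherogenic replicate 3 and 2348% with means of linear values. The count of PPARα target genes higher on the high-fat diet was 7 without control replicate 1 and 6 without control replicate 3. The count of PPARα target genes higher on the Western diet was 5 without Western replicate 2, 5 without Western replicate 3, 4 without control replicate 1 and 4 without control replicate 3. The count of interferon response genes higher on the atherogenic against the Western diet was 7 without Western replicate 2, 7 without atherogenic replicate 1 and 6 without atherogenic replicate 2. The count of acute phase response genes higher on the atherogenic against the Western diet was 7 with all probes of the gene averaged, 7 without Western replicate 1, 6 without Western replicate 2, 6 without Western replicate 3 and 2 without atherogenic replicate 2.

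Kupffer cell markers, of which 13 were detected and 3 belong to another list too, had a median log2 fold change of 2.03 between the atherogenic and the Western diet, with Cd5l at a log2 intensity of 12.46 against 9.72 and Lyz2 at 10.03 against 7.46. A lower share of hepatocytes raises the markers of every other cell type alike, and the upper quartile of sinusoidal endothelium markers was 0.15, below the lower quartile of 1.49 of the Kupffer cell markers. More macrophages in the tissue and a response to cholesterol and cholic acid cannot be told apart: 0 markers were lower by more than 2 standard errors, and the list had adjusted p = 0.16 by camera with an estimated correlation, within a range up to that value from 2.8e-15 over the alternatives. Whether part of the difference lies on the Western diet stays open: the markers had a median of -0.78 against control there, with adjusted p = 6.2e-04 by camera, adjusted p = 0.63 with an estimated correlation and adjusted p = 0.11 by fry, and 0 of them passed the test in limma, 7 at an unadjusted p of 0.05.

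For the low n-3 diet, an estimated share of 0.855 of probes was unchanged, a value between the bounds set in advance, which leaves open whether its calls come from a threshold set by the other diets.

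Of 100 regroupings of the 27 arrays, the real one included, 1 gave as many probes changed by at least 1 diet as the real 5282, against a highest other count of 109, so chance can be excluded for this count. With 3 arrays against 3, the 10 splits are too few for a share under 0.05. The real count and the highest of the other splits were 430 and 104 on lab chow, 407 and 79 on the high-fructose diet, 1061 and 57 on the high-fat diet, 1038 and 175 on the Western diet and 1526 and 123 on the atherogenic diet. The same counts were 564 and 170 on the EFA-deficient diet, 154 and 190 on the low n-3 diet, 2972 and 246 under diet restriction, 3670 and 0 for diet restriction against lab chow and 1724 and 0 for the atherogenic against the Western diet, and where no other split called a probe in limma, at most 951 and 1247 probes passed an unadjusted p of 0.05 in those splits. On the low n-3 diet 2 of the splits, the real one included, called at least as many probes as the real split.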
